# Identification of EOMES-expressing spermatogonial stem cells and their regulation by PLZF

**DOI:** 10.7554/eLife.43352

**Published:** 2019-05-31

**Authors:** Manju Sharma, Anuj Srivastava, Heather E Fairfield, David Bergstrom, William F Flynn, Robert E Braun

**Keywords:** spermatogonial stem cells, PLZF, EOMES, Mouse

## Abstract

Long-term maintenance of spermatogenesis in mammals is supported by GDNF, an essential growth factor required for spermatogonial stem cell (SSC) self-renewal. Exploiting a transgenic GDNF overexpression model, which expands and normalizes the pool of undifferentiated spermatogonia between *Plzf ^+/+^* and *Plzf ^lu/lu^* mice, we used RNAseq to identify a rare subpopulation of cells that express EOMES, a T-box transcription factor. Lineage tracing and busulfan challenge show that these are SSCs that contribute to steady state spermatogenesis as well as regeneration following chemical injury. EOMES+ SSCs have a lower proliferation index in wild-type than in *Plzf ^lu/lu^* mice, suggesting that PLZF regulates their proliferative activity and that EOMES+ SSCs are lost through proliferative exhaustion in *Plzf ^lu/lu^* mice. Single cell RNA sequencing of EOMES+ cells from *Plzf ^+/+^* and *Plzf ^lu/lu^* mice support the conclusion that SSCs are hierarchical yet heterogeneous.

## Introduction

Fertility in males is supported by a robust stem cell system that allows for continuous sperm production throughout the reproductive life of the individual. In humans this lasts for decades and in a mouse can last for nearly its entire lifetime. However, despite more than a half century of research, and intensive investigation by many labs over the last decade, the identity of the germline stem cell continues to be elusive and controversial.

Stem cell function clearly resides in a subpopulation of spermatogonia within the basal compartment of the seminiferous tubules. In 1971, Huckins and Oakberg proposed the ‘A_s_’ model of spermatogonial stem cells (SSC) function where A_single_ (A_s_) SSCs divide in a linear and non-reversible manner to populate the spermatogenic lineage (Oakberg, 1971a; Oakberg, 1971b; Huckins, 1971). In this model, A_s_ spermatogonia are the SSCs, dividing symmetrically and with complete cytokinesis to form two daughter A_s_ cells for self-renewal, or dividing with incomplete cytokinesis to form A_paired_ (A_pr_) cells, which are irreversibly committed to differentiation. A_pr_ cells, in turn, divide to form A_aligned_ (A_al_) spermatogonia, which exist as chains of 4, 8, or 16 interconnected cells. The A_s_, A_pr_, and A_al_ spermatogonia encompass the pool of undifferentiated spermatogonia that can be identified morphologically and are thought to share important functional properties distinct from the differentiated spermatogonia; A_1_-A_4_, intermediate and B (Chiarini-Garcia and Russell, 2001; Chiarini-Garcia and Russell, 2002).

Contrary to the Huckins/Oakberg A_s_ model, recent studies on the behavior of pulse-labeled spermatogonia populations suggest that A_pr_ and A_al_ syncytia can fragment and revert to become A_s_ cells following transplantation as well as during steady state spermatogenesis (Nakagawa et al., 2010; Hara et al., 2014). This suggests that undifferentiated spermatogonia are not irreversibly committed to differentiation, allowing for an alternative mechanism for SSC self-renewal. Furthermore, A_s_, A_pr_, and A_al_ spermatogonia are characterized by heterogeneous gene expression (Nakagawa et al., 2010; Hara et al., 2014; Suzuki et al., 2009; Nakagawa et al., 2007; Barroca et al., 2009; Sada et al., 2009) including recent descriptions of specific subpopulations of A_s_ cells with SSC activity expressing *Id4*, *Pax7*, *Bmi1*, *T and Pdx1* (Chan et al., 2014; Aloisio et al., 2014; Komai et al., 2014; Tokue et al., 2017; La et al., 2018). These new data do not easily comport to a unifying model and imply that the mode of SSC function in the testes is more complex than the original Huckins-Oakberg A_s_ model suggests.

A majority of A_s_ and A_pr_ cells express GFRA1, a GPI-anchored receptor for glial cell-derived neurotrophic factor (GDNF) (Buageaw et al., 2005; Naughton et al., 2006; Johnston et al., 2011; Sato et al., 2011; Grasso et al., 2012). GDNF is secreted by neighboring somatic Sertoli (Meng et al., 2000) and peritubular myoid (Chen et al., 2016) cells and is required for establishment and self-renewal of the SSC population in a dose-dependent manner (Meng et al., 2000). A decrease in GDNF levels results in germ cell loss, while overexpression of GDNF promotes accumulation of SSCs due to a block in differentiation (Meng et al., 2000; Sharma and Braun, 2018). *Plzf* (*Zbtb16*), which encodes a transcription factor expressed in A_s_, A_pr_ and A_al_ spermatogonia, is required for SSC maintenance, as mutation of *Plzf* results in age-dependent germ cell loss (Buaas et al., 2004; Costoya et al., 2004). The mechanisms by which PLZF regulates SSC maintenance are not yet known. We describe here the identification of a rare subpopulation of A_s_ cells whose cycling frequency is altered in *Plzf ^lu/lu^* mutants, suggesting that PLZF regulates the proliferation of SSCs.

## Results

### GDNF increases the undifferentiated spermatogonial population in *Plzf* mutants

Stage-specific temporal ectopic expression of GDNF in supporting Sertoli cells results in the accumulation of large clusters of tightly-packed PLZF+ undifferentiated spermatogonia (Sharma and Braun, 2018; Yomogida et al., 2003). To determine whether overexpression of GDNF could rescue germ cell loss in *luxoid* (*lu*) mutants, we generated Tg(*Ctsl-Gdnf*)*^1Reb^; Plzf ^lu/lu^* mice (referred to as Tg(*Gdnf*)*;lu/lu*). While no difference was found in the testis/body weight ratio between WT and Tg(*Gdnf*) mice, the testis/body weight ratio was significantly higher in Tg(*Gdnf*)*;lu/lu* mice compared to *lu/lu* (p=0.0005), although it was still lower than in Tg(*Gdnf*) (p=0.0001) animals (Figure 1A). At four months of age, Periodic acid-Schiff staining of testes sections showed fewer agametic tubules (referred to as Sertoli cell only) in Tg(*Gdnf*)*;lu/lu* mice compared to *lu/lu* at both 4 and 6 months of age (Figure 1B and C). Increased testis/body weight in Tg(*GDNF*)*;lu/lu* mice could therefore be due to an increase in the number of cells occupying individual tubules, reflected by a decrease in the number of tubules with a Sertoli cell only phenotype, and fewer tubules with loss of one or more cell populations at 6 months of age (Figure 1C).

**Figure 1.**
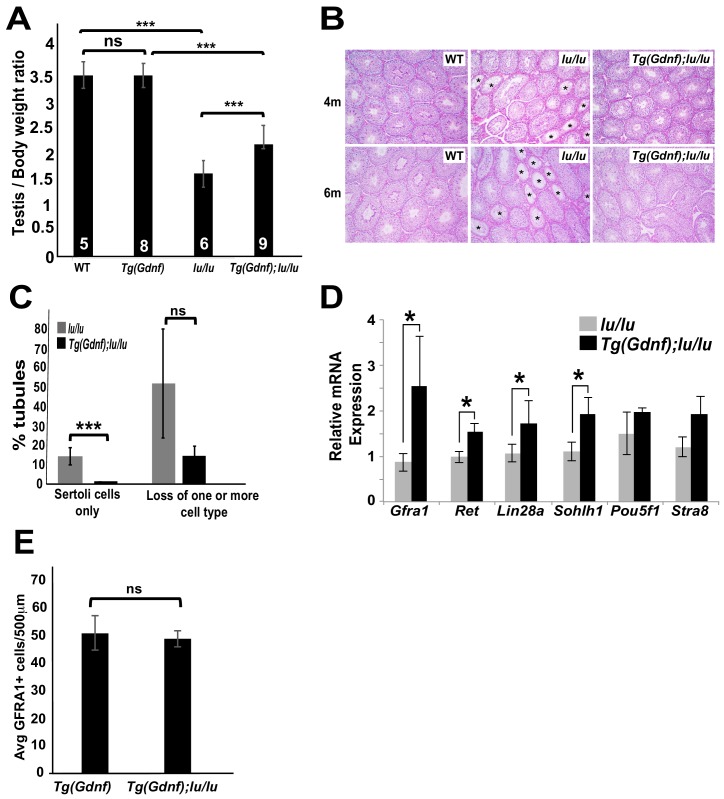
Sertoli-cell overexpression of GDNF partially reverses the loss of undifferentiated spermatogonia in *luxoid* mice. (**A**) Testis/body weight ratios. No significant (ns) difference was observed in testis/body weight between WT and Tg(*Gdnf*). Significant differences (***) were detected between WT and *lu*/*lu* (p=0.0001), Tg(*Gdnf*) and Tg(*Gdnf*)*;lu/lu* (p=0.0001) and between *lu/lu* and Tg(*Gdnf*)*;lu/lu* (p=0.0005). Number in bar = n animals. (**B**) Representative images of periodic-acid-Schiff stained cross-sections of 4- and 6 month old testes showing agametic tubules (asterisks) in *lu*/*lu*. (**C**) Fewer tubules with germ cell loss were present at 6 months in Tg(*Gdnf*)*:lu/lu*. A total of 200–300 tubules were counted for each genotype (n = 3). p<0.005. (**D**) qRT-PCR on testis RNA from 4 month old mice shows a significant increase in SSC gene expression in *lu/lu* mice overexpressing GDNF in Sertoli cells. Relative mRNA levels are normalized to a *β-actin* internal control. *, p<0.01. (n = 3) (**E**) Average number of GFRA1+ cells per 500 μm length of tubules in Tg(*Gdnf*) and Tg(*Gdnf*)*;lu/lu* in 10wk old mice (n = 3). 10.7554/eLife.43352.005Figure 1—source data 1.Source file for Figure 1A, 1C and 1E.

**Figure 1—figure supplement 1.**
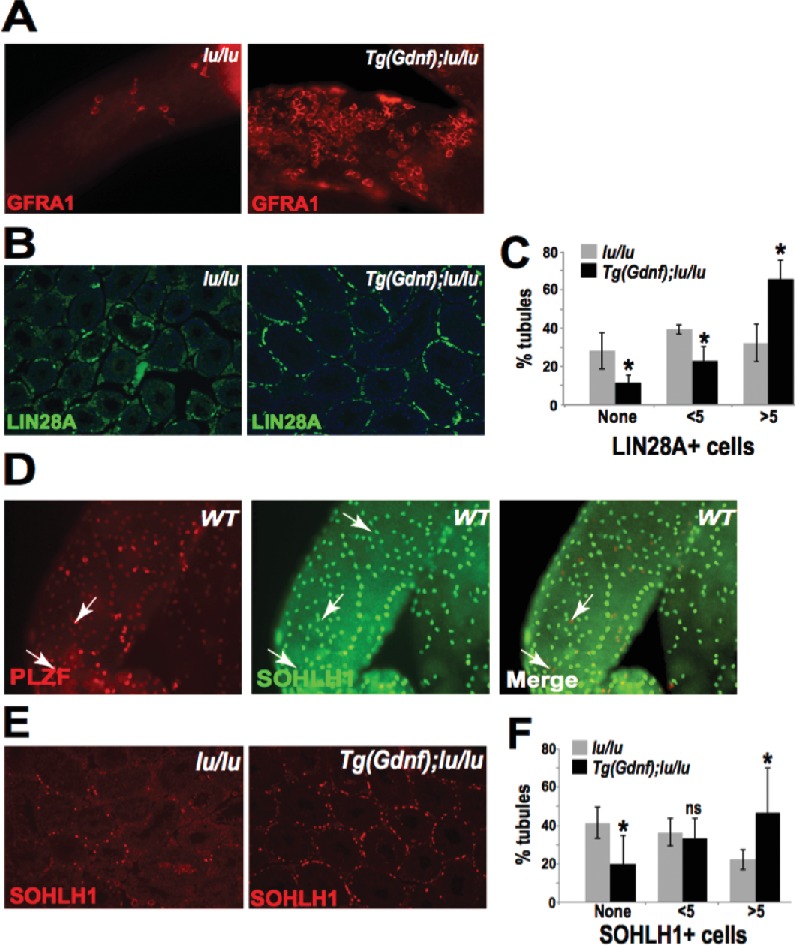
Sertoli-cell overexpression of GDNF increases the SSC population in *Plzf*-mutant *luxoid* mice. (**A**) Immunostained whole-mount tubules from 12-week old Tg(*Gdnf*)*;lu/lu* mice show large clusters of GFRA1+ cells compared to *lu/lu*. (**B**) Representative LIN28A immunostaining of *lu/lu* and Tg(*Gdnf*)*;lu/lu* tubule paraffin sections. (**C**) Quantification of immunostained sections as in (**B**) show 70% more tubules with 5 or more LIN28A+ cells in Tg(*Gdnf*);*lu/lu* compared to *lu/lu* (n=4). *, p < 0.05. (**D**) In WT, SOHOLH1 expression is detected in A_al_ cells transitioning to A1 and differentiating cells A2-A4, absent from A_s_ , A_pr_ , and A_al_ cells. (**E**) Representative SOHLH1 immunostaining of *lu/lu* and Tg(*Gdnf*)*;lu/lu* tubule paraffin sections. (**F**) Quantification of immunostained sections as in (**E**) show a significant increase in the number of tubules with 5 or more SOHLH1+ cells in Tg(*Gdnf*)*;lu/l*u compared to *lu/lu*. (n=4). * p<0.05, ns, not significant. 10.7554/eLife.43352.004Figure 1—figure supplement 1—source data 1.Source file for Figure 1—figure supplement 1C and 1F.

To determine what germ cell populations were expanded in Tg(*Gdnf*)*;lu/lu* testes, we immuno-stained both whole-mount tubules and sections for spermatogonia markers. Large clusters of GFRA1+ cells were observed in Tg(*Gdnf*)*;lu/lu* tubules, suggesting an increased number of the earliest spermatogonial cell types, A_s_ and A_pr_ (Figure 1—figure supplement 1A). Quantitation of LIN28A staining, which is detected in a subpopulation of A_s_, and A_pr_, A_al_ and A1 spermatogonia (Chakraborty et al., 2014), on 12 week old testes sections (Figure 1—figure supplement 1B) showed that 75% of Tg(*Gdnf*)*;lu/lu* tubule cross-sections had >5 LIN28A+ cells per tubule compared to 30% in *lu/lu* (Figure 1—figure supplement 1C, p<0.001). Only 8% of tubules lacked LIN28A-labeled cells compared to 30% in *lu/lu* testes (p<0.01). To determine whether the A_1_ to A_4_ differentiated spermatogonia population increased in Tg(*Gdnf*)*;lu/lu* tubules, we immunostained for the marker SOHLH1, which is not expressed in PLZF+ A_s_ to A_al_ cells (Figure 1—figure supplement 1D). Similar to LIN28A, quantification of sectioned tubules revealed a significant increase in the percent of tubules with >5 SOHLH1+ cells (Figure 1—figure supplement 1E,F).

Using quantitative reverse transcriptase PCR (qRT-PCR), we compared mRNA levels of several known genes expressed in undifferentiated spermatogonia, using total RNA from 4 month-old *lu/lu* and Tg(*Gdnf*)*;lu/lu* testes. Similar to our immunostaining results, we observed a significant increase in the undifferentiated spermatogonia markers *Gfra1*, *Lin28a* and *Sohlh1* in Tg(*Gdnf*)*;lu/lu* compared to *lu/lu* (Figure 1D). We also saw an increase in *Ret*, which encodes the GFRA1 co-receptor. Thus, temporal ectopic expression of GDNF significantly increases the numbers of tubules with both undifferentiated and differentiated spermatogonia, leading to a partial rescue of testis weight in *lu/lu* mice.

### Unbiased discovery of genes whose expression is altered in *Plzf* mutants

Seminiferous tubules from Tg(*Gdnf*) mice have an expanded GFRA1+ population and enhanced ability to repopulate the spermatogonial lineage in testes transplants compared to WT (Sharma and Braun, 2018). Because Tg(*Gdnf*) and Tg(*Gdnf*)*;lu/lu* testes have a comparable number of GFRA1+ spermatogonia (Figure 1E), we reasoned that these mice could be used as a valuable tool for the discovery of genes involved in self-renewal. Using RNAseq, we compared the transcriptomes of whole testes from Tg(*Gdnf*) and Tg(*Gdnf*)*;lu/lu* mice and searched for genes with significant fold-changes in expression. Of 20,000 gene transcripts,~1500 were differentially expressed with an absolute log_2_ fold change >1.5 (FDR < 0.05). Of this subset, 150 were upregulated two-fold or more, and 60 were down-regulated two- to seven-fold in *luxoid* mutants.

As expected, many previously known gene transcripts specific to undifferentiated spermatogonia had no significant change in expression between genotypes including: *Gfra1*, *Ret, Lin28a, Utf1, Nanos2, Nanos3, Sohlh2,* and *Sall4* (Figure 2A), confirming that the undifferentiated spermatogonial populations were similar between the two genotypes. In the group of genes that were significantly down-regulated in Tg(*Gdnf*)*;lu/lu* testes, we identified a number of genes that are involved in the maintenance of pluripotent stem cell fate or early embryonic development (Figure 2B) including: *Pou5f1*, *Brachyury* (*T*) and *Eomes. Pou5f1*, essential for maintaining pluripotency of ES cells and for maintaining viability of the mammalian germline (Nichols et al., 1998; Kehler et al., 2004), was down-regulated two-fold in *luxoid* testes overexpressing GDNF. *Brachyury* (*T*), down-regulated seven-fold in Tg(*Gdnf*)*;lu/lu* testes, is a T-box transcription factor important for germ cell development that when overexpressed results in testicular germ-cell tumors (Sangoi et al., 2011; Tirabosco et al., 2008). *Eomes*, a T-box transcription factor that was down-regulated 3-fold in Tg(*Gdnf*)*;lu/lu* testes, is known to play a critical role in embryonic development (Costello et al., 2011; Arnold et al., 2008). Notably, the read counts per million (RCPM) for the two highly down-regulated genes shown, *Eomes* and *T*, were very low in either genotype and found at the distant end of the expression spectrum amongst 20,000 transcripts (Figure 2C, far right). *Eomes* had a value of only 1.4 RCPM in Tg(*Gdnf*) testis RNA compared to 5,509 RCPM for *Prm2*, a gene expressed in spermatids. This suggests that *Eomes* and *T* are targets of PLZF and are down-regulated in *lu/lu* mice, or that T and EOMES are expressed in a small subset of germ cells that are specifically reduced in *lu/lu* mutants, possibly within a restricted population of A_s_ cells.

**Figure 2.**
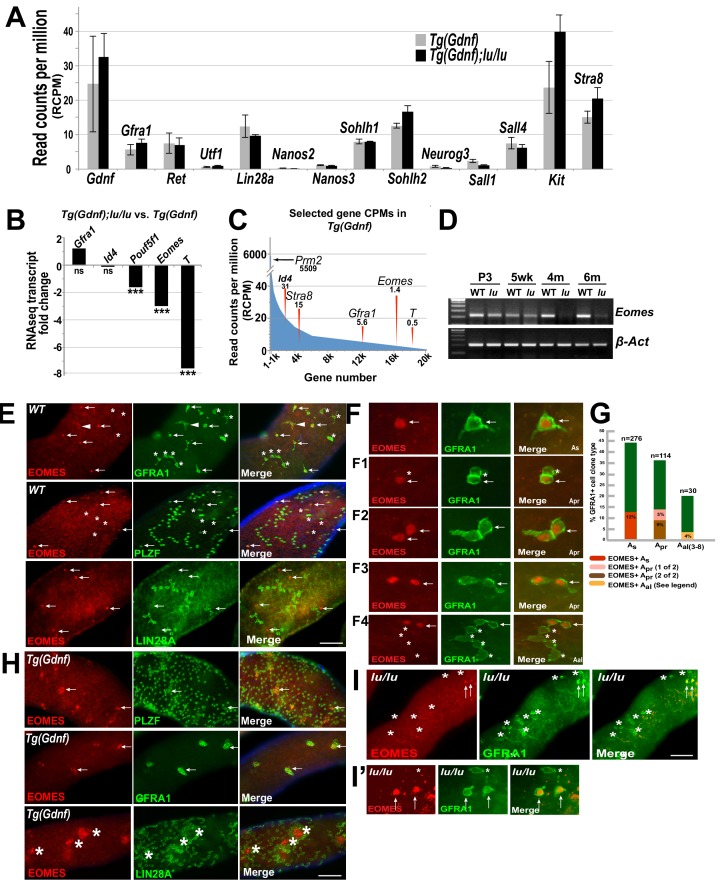
EOMES marks a subpopulation of SSCs. (**A**) Relative gene expression (read counts per million, RCPM) of selected transcripts from RNAseq performed on testis RNA from 4 month old Tg(*Gdnf*) and Tg(*Gdnf*)*;lu/lu* mice. No significant change is detected in known spermatogonial marker genes. (**B**) Fold change in RNAseq transcripts for a subset of pluripotency and developmental genes in Tg(*Gdnf*)*;lu/lu* compared to Tg(*Gdnf*) testes. ***, p<0.0001. (**C**) Relatively low RCPM of the highest-fold change transcripts shown in (**B**), compared to the spermatid-expressed protamine two gene *Prm2*, and differentiating spermatogonia marker *Stra8*. X-axis represents 20,000 genes numbered in descending order by RCPM. (**D**) Semi-quantitative RT-PCR of total testis RNA showing decreasing *Eomes* expression over time in *lu*/*lu* testes. (**E**) Immunostaining for EOMES and undifferentiated spermatogonial markers in WT whole-mount testes. EOMES marks some (arrows), but not all (asterisks), GFRA1+ PLZF+ A_s_ cells. Weak EOMES staining can occasionally be detected in chains of GFRA1+ A_al_ cells (arrowhead). EOMES+ A_s_ cells do not express LIN28A (bottom row, arrows). (**F**) Examples of EOMES+ subset of GFRA1+ cells. F1 shows an example of two adjacent cells where one is EOMES+ (arrow) and one is EOMES- (asterisk). F2 and F2 illustrate two examples of two juxtaposed cells that are both EOMES+. F4 illustrates an example of a chain of 6 A_al_ cells with two EOMES+ (arrow) and four EOMES– (asterisks) cells. (**G**) Graph showing the percent of EOMES+ cell in the GFRA1+ population clone types in WT adult mice (631 GFRA1+ cells from three mice). n = number of clone types counted (e.g. A_pr_ = 114 pairs of cells = 228 GFRA1+ total cells). Of the total GFRA1+ A_pr_ population, in 9% of cases both cells were positive for EOMES, while 5% had only one cell positive for EOMES. Within the A_al_ fraction, 4% of the clones express EOMES in a heterogeneous pattern (two A_al_ chains where 3 of 3 were EOMES+; two A_al_ chains of 4 where all were EOMES+; one A_al_ chain of 4 where only one was EOMES+; one A_al_ chain of 6 where only 2 of 6 cells were EOMES+). (**H**) EOMES is expressed in tightly packed GFRA1+ PLZF+ clusters (arrows) found in Tg(*Gdnf)* whole-mount tubules. EOMES is not expressed in the LIN28A+ cells in the cortical region of the clusters (bottom row, asterisks). (**I**) Detection of EOMES+ GFRA1+ cells (arrows) in *Plzf ^lu/u^* mutants. Asterisks mark an EOMES- GFRA1+ cell. 10.7554/eLife.43352.007Figure 2—source data 1.Source file for Figure 2G.

We next validated candidate genes at different developmental time points by RT-PCR. Using total testis RNA from Tg(*Gdnf*) and Tg(*Gdnf*)*;lu/lu* mice, *Eomes* was reduced in *lu/lu* testes as early as 3 days after birth, and became barely detectable at 4 and 6 months of age (Figure 2D). As mutations in *Plzf* lead to age-dependent germ cell loss, EOMES is a compelling candidate for a marker of a functional pool of SSCs that is uniquely depleted in *luxoid* mutants.

### EOMES is detected in a subpopulation of GFRA1+ cells in the testis

Given the differential expression of *Eomes* in Tg(*Gdnf*) and Tg(*Gdnf*)*;Plzf ^lu/lu^* mutants, we assessed whether EOMES was expressed within the spermatogonial population of the testis. We immuno-stained whole mount WT seminiferous tubules for EOMES together with GFRA1, which marks A_s_, A_pr_ and small chains of A_al_ spermatogonia (Figure 2E,F, arrows). EOMES was expressed in 12% of the total GFRA1+ A_s_ population of cells (Figure 2G). Fourteen percent of GFRA1+ A_pr_ clones were also EOMES+ in either one (5%) or both (9%) of the cells (Figures 2F1, F and F3, arrows, and G). The clones counted as A_pr_ could be two lineage-independent, but adjacent, A_s_ cells, A_pr_ cells about to complete cytokinesis to form two new A_s_ cells, or bona fide A_pr_ cells that will go on to form a chain of A_al_ cells. In rare cases (4%) EOMES was detected in some or all of the individual cells of GFRA1+ chains of A_al_ cells (Figure 2F4, G and figure legend). In all instances, EOMES was co-expressed with PLZF (Figure 2E, arrows), which marks all undifferentiated spermatogonia. EOMES was not detected in LIN28A-expressing cells (Figure 2E), which we detect in a subset of A_s_ cells and in most A_pr_ and A_al_ cells (Chakraborty et al., 2014).

Because the EOMES+ population also expressed GFRA1, we hypothesized that these cells might be under GDNF influence (Meng et al., 2000). We therefore asked whether Sertoli-specific overexpression of GDNF affected this cell population. In whole-mount Tg(*Gdnf*) tubules we detected EOMES+ cells in clusters of PLZF+ and GFRA1+ cells (Figure 2H, arrows). LIN28A stained only the peripheries of these cell clusters, and was specifically excluded from the EOMES+ cores (Figure 2H, bottom row, asterisks). These data indicate that EOMES primarily marks a subpopulation of cells that are GFRA1+, PLZF+ and LIN28A-.

To determine if EOMES-expressing cells are present in *lu/lu* testes, we immuno-stained *lu/lu* tubules for EOMES and GFRA1. Despite the significant decrease in *Eomes* RNA in whole testes, EOMES+ cells were detected in *lu/lu* mutants, (Figure 2I and I’, arrows), suggesting that PLZF regulates the pool of EOMES+ cells, but does not directly regulate EOMES expression.

### EOMES+ cells contribute to steady-state spermatogenesis

One of the features of stem cells is their ability to maintain their population throughout adult life while giving rise to differentiating progeny. To study the stem cell properties of EOMES expressing cells, we generated an inducible *iCreERt2/2A/tdTomato* knock-in allele (*Eomes ^iCreERt2^*) at the *Eomes* locus to label and trace their progeny after tamoxifen treatment (Figure 3A). Characterizing the mouse line for tdTOMATO expression, we observed single GFRA1+ tdTOMATO+ cells in whole mount seminiferous tubules from 4 week old males (Figure 3B top row arrows). EOMES immunofluorescence marked the same cells as tdTOMATO (Figure 3B’, top row), and as with EOMES itself, tdTOMATO was detected in a subpopulation of GFRA1+ cells (Figure 3B’ bottom row, arrow). In testis sections, GFRA1+ tdTOMATO+ cells were detected within the seminiferous tubules (Figure 3C - top) and along the basement membrane juxtaposed to peritubular myoid cells (Figure 3C – bottom, arrowheads).

**Figure 3.**
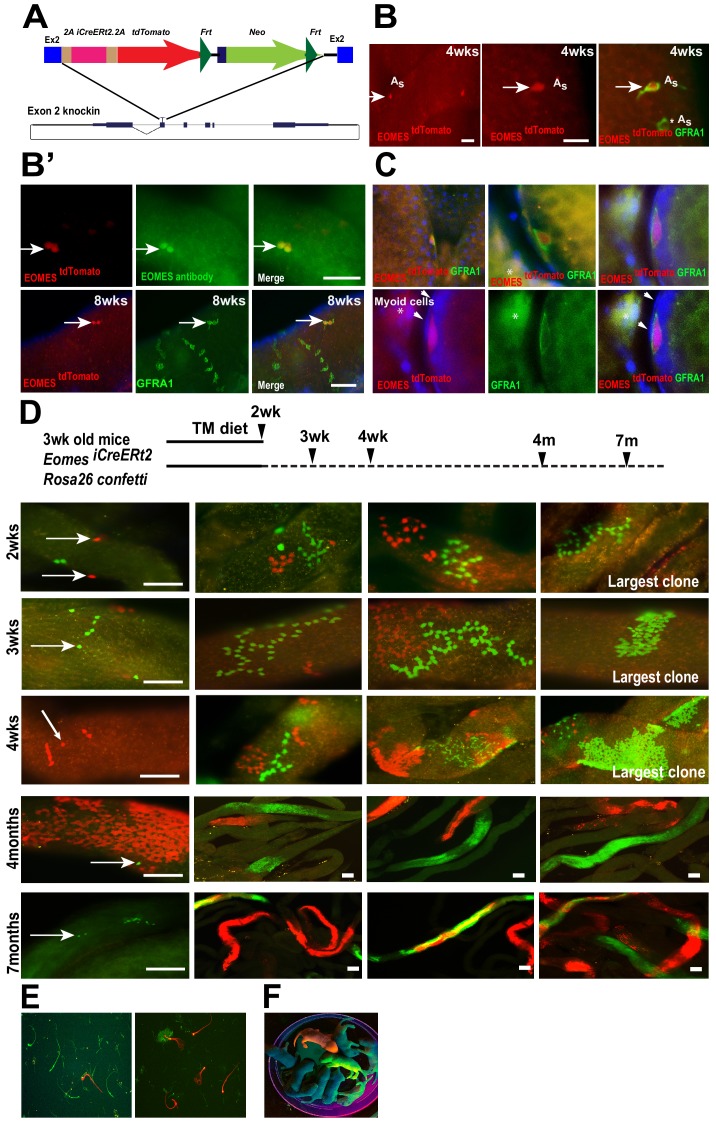
EOMES+ cells are long-term SSCs. (**A**) Schematic diagram of the *Eomes* locus on chromosome nine and insertion cassette used to generate an *Eomes/2AiCreERT2/2A/tdTomato* knock-in allele. (**B**) GFRA1+ tdTomato+ A_s_ cell in testis of 4wk old mouse (arrow). GFRA1+ tdTOMATO A_s_ cell (asterick). (**B’**) tdTOMATO is co-expressed with EOMES (top row, arrow). tdTOMATO is expressed in GFRA1+ A_s_ cells but not in chains of GFRA1+ A_al_ cells (bottom row). (**C**) tdTOMATO cells (Red), positive for GFRA1 (Green), are present within the seminiferous tubules. Top - An optical section of confocal image showing the localization of EOMES+ cell along the basement membrane. Bottom – Magnified view of GFRA1+ EOMES ^tdTOMATO+^ cells shown above. Arrowheads mark myoid cell (**M**) nucleus, which are negative for EOMES ^tdTOMATO^. * Background fluorescence in the interstitial space associated with GFRA1 staining. (**D**) Experimental flow chart showing the induction times and clonal analysis of *Eomes ^iCreERt2^* targeted cells labeled in mice crossed to Rosa26 Confetti reporter and fed a tamoxifen-enriched diet. Fluorescence images of whole-mount seminiferous tubules showing the different size of labeled clones. Representative clones at 2 (n = 5, animals), 3 (n = 4), and 4wks (n = 3), and 4 (n = 3) and 7 (n = 3) months after tamoxifen induction. (**E**) Images of labeled sperm from the epididymis of mice 7 months after tamoxifen induced recombination. (**F**) Fluorescence positive offspring born to WT female mated with ROSA26confetti: *Eomes-iCreERt2* 4 months after tamoxifen-induced recombination at Confetti locus by *Eomes-iCreERt2*.

**Figure 3—figure supplement 1.**
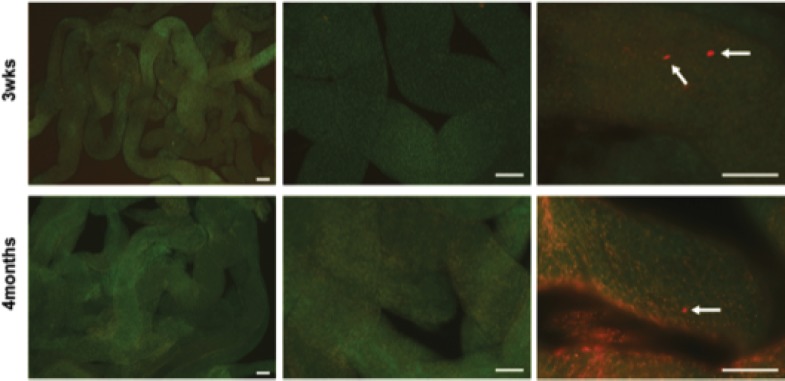
No TAM controls for lineage tracing of *Eomes ^iCreERt2^* targeted cells in mice crossed to Rosa26 Confetti reporter on a normal (no tamoxifen) diet. Representative images at 3wks and 4mos post completion of TM diet fed to experimental cohorts shown in Figure 3. Arrows indicate tdTOMATO+ cells. Scale bar = 100 μm.

Next, we traced the progeny of *Eomes* ^iCreERt2^ cells during normal steady-state spermatogenesis after tamoxifen-induced recombination using the *Gt(ROSA) 26 ^Sortm1(CAG-Brainbow2.1)Cle^/J* (also referred to as *R26R-confetti*) reporter mice (Madisen et al., 2010). Mice were fed a tamoxifen-enriched diet for 2 weeks and clone sizes were determined by the number of cells expressing a single fluorescent protein after recombination at the *R26R-confetti* locus and detected by fluorescence imaging of whole mount seminiferous tubules (Figure 3D). One color clones indicate derivation from a single-labeled cell, or the overlap of clones expressing the same fluorescent marker. We observed confetti-marked single cells and chains of 4, 8 and 16 by two weeks (Figure 3D, top row). The size of labeled clones increased with time (Figure 3D, second and third row) and large labeled clones of differentiated germ cells were observed at 4 and 7 months after *iCre* activation (Figure 3D). Importantly, we observed single-labeled cells at all time points analyzed (Figure 3D, arrows), suggesting the single-labeled cells were either maintained for the entire duration or had undergone self-renewal and migrated away from their sister cells during the time the clones were traced. The labeled clones gave rise to labeled sperm detected in the epididymis of these mice (Figure 3E), and fluorescence-positive pups were born to *Eomes-^iCreERt2^: R26R-confetti* mice treated with tamoxifen when mated with WT C57BL6/J females (Figure 3F). Labeled clones, or offspring, were not observed in the absence of TAM at any time points (Figure 3—figure supplement 1). Together, these results demonstrate that EOMES-expressing cells contribute to long-term maintenance of A_single_ spermatogonia and to full-lineage differentiation to spermatozoa in mice.

### EOMES+ cells are resistant to busulfan treatment

To determine if EOMES+ cells are capable of regeneration after chemical insult, we specifically killed proliferating spermatogonia with busulfan and observed how EOMES+ and EOMES− cells survived the insult. We chose a low dose (10 mg/kg body weight) that preferentially kills proliferating A_pr_ and A_al_ spermatogonia (Keulen and Rooij, 1973). Seminiferous tubules from treated mice were immunostained for EOMES and PLZF every 3 days between 3 and 15 days after busulfan injection (Figure 4A). During the entire 15 day time period the EOMES+ population remained unchanged (Figure 4B). In contrast, by 9 days after treatment, the PLZF+ population had halved, presumably due to loss of A_pr_ and A_al_ cells. The population began to recover after 12 days (Figure 4B). We also stained for EOMES and GFRA1. At day 0,~20% of the total GFRA1-expressing cell population was EOMES+ (Figure 4C). Comparison within the GFRA1+ population showed a selective increase of the EOMES+ fraction after busulfan treatment (Figure 4C), suggesting that the EOMES− fraction was specifically lost.

**Figure 4.**
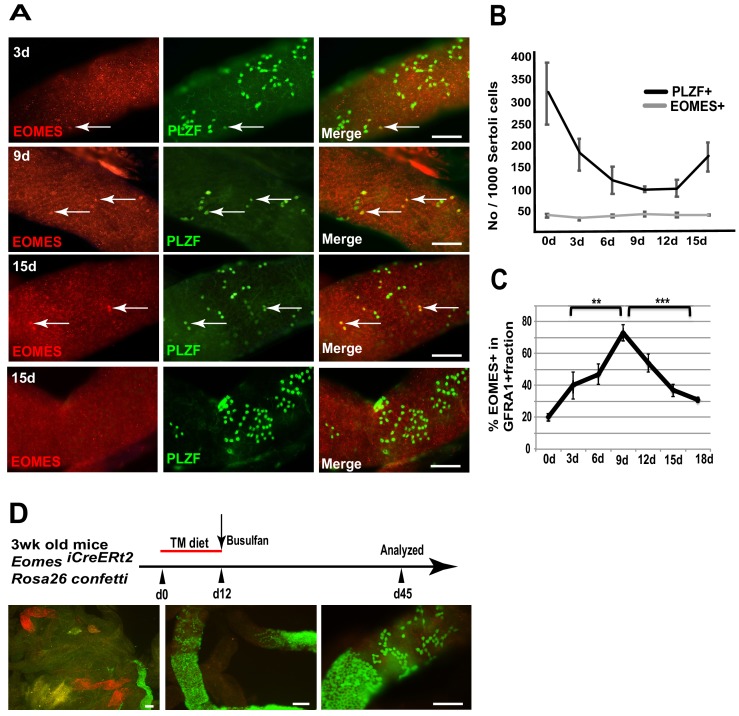
EOMES+ cells are resistant to busulfan and contribute in regeneration. (**A**) Whole-mount tubule immunostaining for EOMES and PLZF after low-dosage busulfan treatment (10 mg/mL). (**B**) Cell counts from (**A**) show that EOMES+ cell numbers remain constant while PLZF+ cell numbers drop after busulfan treatment. (n = 3 per time point, 8 weeks old) (**C**) The EOMES+ fraction of GFRA1+ cells increased following busulfan treatment. **, p<0.005; ***, p<0.0001. (**D**) Schedule to assay the regeneration properties of EOMES+ cells. Three-week old *R26R-confetti: Eomes ^iCreERt2^* mice were put on a tamoxifen-enriched diet for 1 week, treated with busulfan, and analyzed on day 45. Images of whole mount seminiferous tubules (n = 5 mice) show labeled clones at different developmental stages during regeneration. 10.7554/eLife.43352.011Figure 4—source data 1.Source file for Figure 4B and 4C.

To assess if EOMES+ cells contribute to regeneration after chemical injury, 3wk old *Rosa26confetti: Eomes-^iCreERt2^* mice were placed on a TM diet for 12 days to activate CreERt2, treated with a low dose of busulfan (10 mg/kg body weight) on day 12, and then analyzed for labeled clones on day 45 (Figure 4D). Whole mount seminiferous tubules showed labeled clones at varying stages of differentiation, supporting the conclusion that EOMES+ GFRA1+ PLZF+ spermatogonia are resistant to busulfan insult compared to their EOMES− counterparts, and that the EOMES+ population reconstitutes the lineage after chemical injury.

### Loss of PLZF increases the proliferative rate of EOMES+ cells

We speculated that the progressive age-dependent loss of germ cells in the *Plzf ^lu/lu^* mutants could be due to an alteration in SSC cycling rates resulting in SSC exhaustion. To test this hypothesis, we injected EdU into WT and *luxoid* mice, and quantified the incorporation rate of EdU in EOMES+ cells. Although fewer EOMES+ cells were present in *lu/lu* testes compared to WT, a greater fraction of the EOMES+ cells had incorporated EdU compared to WT (36% vs. 10%, Figure 5A and B). These results indicate that EOMES+ cells have a higher than normal proliferative index in the absence of PLZF, suggesting that PLZF directly, or indirectly, regulates the proliferation of EOMES+ cells.

**Figure 5.**
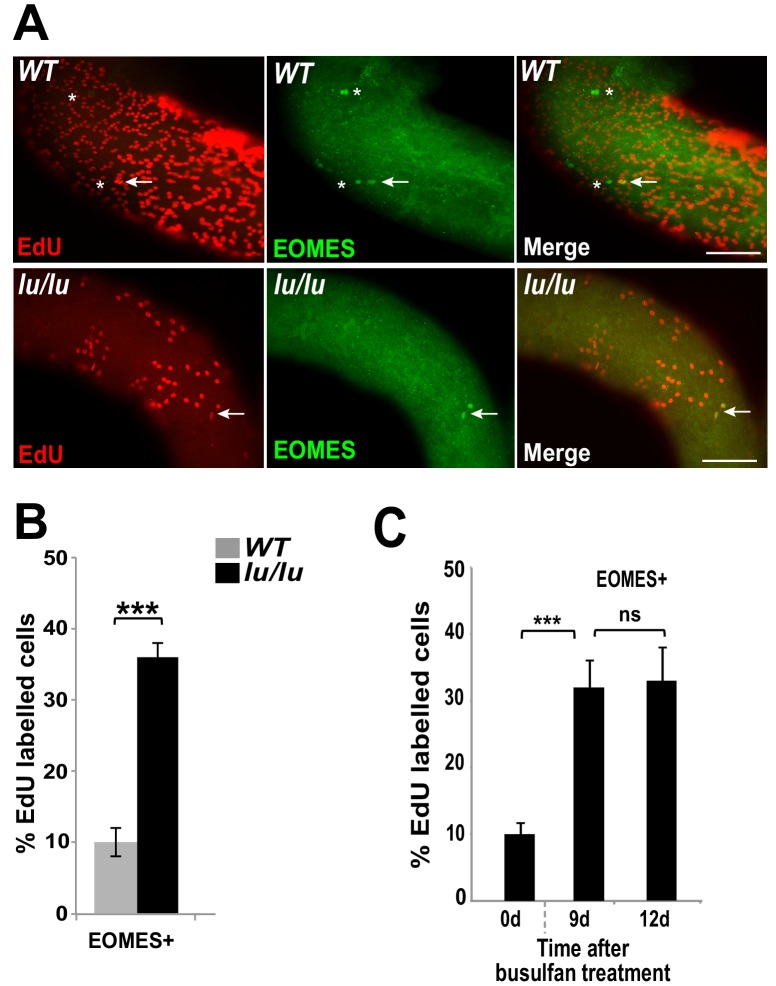
Loss of PLZF increases the proliferative index of EOMES+ cells. (**A**) Whole-mount seminiferous tubules from 8 week old WT and *lu/lu* mice injected with EdU and immunostained 24 hr after injection. EdU+ EOMES+ cells (arrows); EdU- EOMES+ cells (asterisks). (**B**) Quantification of the EdU labeling index in WT (n = 4 mice) and *lu/lu* (n = 5 mice) EOMES+ cells. EOMES+ cells have a higher labeling index in *lu/lu* than in WT (p=0.001). (**C**) Increase in proliferation rate of EOMES+ cells during the recovery phase after busulfan treatment. EdU incorporation was assayed 24 hr post EdU injection (n = 3 mice per timepoint; ***p=0.001). 10.7554/eLife.43352.013Figure 5—source data 1.Source file for Figure 5B and 5C.

To determine if the fraction of cycling EOMES+ cells changes during regeneration, mice were injected with EdU at 9 or 12 days post busulfan injection and assayed by immunofluorescence in whole mount seminiferous tubules. At both time points the EdU labeling index was increased in EOMES+ cells (Figure 5C) suggesting that busulfan is either directly inducing proliferation, or the cells are proliferating in response to a decrease in SSC density or a shortage of differentiating cells (Rooij et al., 1985).

### Single cell RNA sequencing of EOMES ^tdTOMATO+^ cells

The expression or function of a growing collection of genes have been linked to either SSC self-renewal or progenitor cell expansion (Table 1). 

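Cells carrying the Eomes-iCreERt2-tdTomato knock-in allele were sorted by tdTOMATO fluorescence from dissociated testes of 4 wk old mice, 1 cell per well, and the 3′ ends of their transcripts were sequenced with a barcode for each well and a unique molecular identifier (UMI) for each molecule. Cells came from Plzf +/+ mice and from Plzf lu/lu mice, which carry the luxoid mutation of Plzf, a gene that the files list under its symbol Zbtb16. The cells filled 4 plates. Plates 1 and 2 held Plzf +/+ cells, plate 3 held Plzf lu/lu cells, and plate 4 held both genotypes in separate wells. This gave 3 Plzf +/+ libraries, with 317, 303 and 277 cells from plates 1, 2 and 4, and 2 Plzf lu/lu libraries, with 314 and 38 cells from plates 3 and 4. The Plzf +/+ libraries held 2129422, 2372452 and 2005033 UMIs in that order. The Plzf lu/lu libraries of plates 3 and 4 held 2608702 and 254514 UMIs. The sample labels name plates but no animals, so the spread between libraries need not hold the spread between mice. The authors counted UMIs by gene symbol and cell, merged the plates into 1 table per genotype, and kept 25004 gene symbols for Plzf +/+ and 24381 for Plzf lu/lu; a gene missing from 1 of the tables was taken as 0 UMIs there. The counts were not normalized, and the tables list only the cells that the authors kept. On plate 4, 5 of the Plzf +/+ cells lie in wells that the sample labels give to Plzf lu/lu cells, and they were kept as the tables give them. The paper's text does not name the aligner, the genome build or the filter on cells for these libraries. All cells in the tables were used here, although 17 of the 897 Plzf +/+ cells and 7 of the 352 Plzf lu/lu cells had more than 4 times the median UMIs of their genotype, and no doublets were removed. A cell was taken to express a gene when it had at least 1 UMI of it, and shares of cells are given with exact Clopper-Pearson 95% intervals, which cover counting error only. To compare shares at equal depth, each cell was also thinned at random to 2000 UMIs, which left out 63 Plzf +/+ and 19 Plzf lu/lu cells that had fewer. To compare expression between genotypes, the UMIs of each library were summed, since cells of 1 library are not independent replicates. Genes with few UMIs were removed by edgeR's filterByExpr and the sums were normalized by the TMM method, with CPM for the normalized counts. Plates 1 to 3 hold 1 genotype each, so plate and genotype cannot be told apart outside plate 4.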

To address if these SSC identity genes are expressed in EOMES+ cells, we performed single cell RNA sequencing (scRNAseq) on 897 fluorescently activated cell sorted (FACS) EOMES ^tdTOMATO+^ cells from 4wk old *Eomes-iCreERt2-tdTomato; Plzf ^+/+^* and 352 EOMES ^tdTOMATO+^ cells from *Eomes-iCreERt2-tdTomato; Plzf ^lu/lu^* mice (Figure 6A). The mean number of expressed genes per cell in *Plzf ^+/+^* and *Plzf ^lu/lu^* was 3104 and 3230, while the mean number of transcripts with unique molecular identifiers was 7254 and 8134, respectively (Figure 6—figure supplement 1).

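By library, the mean number of UMIs per cell was 6717, 7830 and 7238 in the Plzf +/+ libraries of plates 1, 2 and 4, and 8308 and 6698 in the Plzf lu/lu libraries of plates 3 and 4. The mean number of genes with a UMI was 3052, 3227 and 3029 per Plzf +/+ cell and 3286 and 2769 per Plzf lu/lu cell in the same order. The depth of single cells varied far more than these means, from 612 to 95069 UMIs among Plzf +/+ cells and from 1391 to 56651 UMIs among Plzf lu/lu cells. The median was 5908 UMIs per Plzf +/+ cell and 6272 per Plzf lu/lu cell. Without the library of plate 3, which holds most of the Plzf lu/lu cells, the direction of the difference in means turned, because the 38 cells of plate 4 had fewer UMIs per cell than each Plzf +/+ library. The means of the 2 genotypes thus differed by less than the 2 Plzf lu/lu libraries did from each other.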

**Figure 6.**
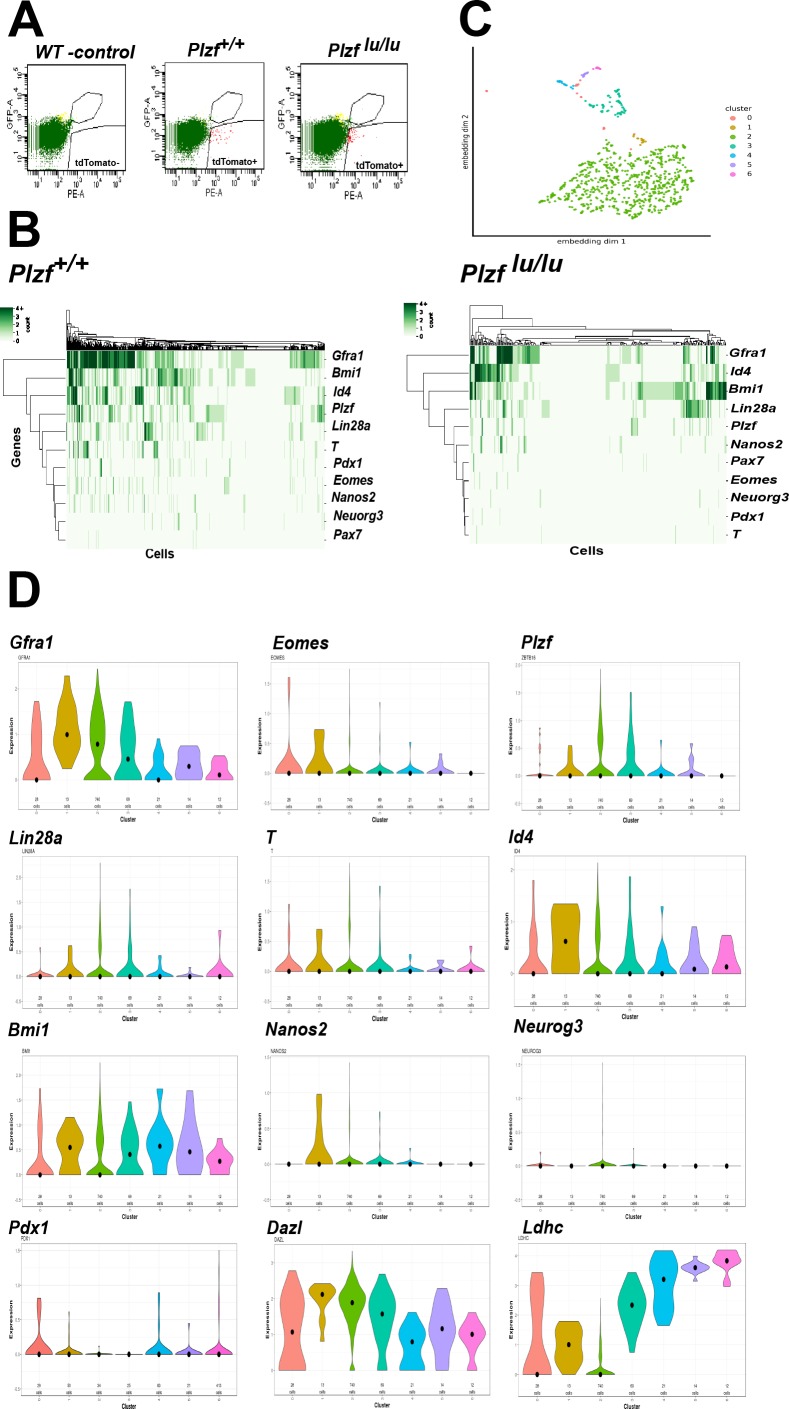
Single cell RNA sequencing of EOMES ^tdTOMATO^ cells. (**A**) FACscan profile of EOMES ^tdTOMATO+^ cells sorted from *Plzf ^+/+^* and Plzf *^lu/lu^* mutant testis. The boxed region in the upper right indicated cells with background autofluorescence that were excluded from the analysis. (**B**) Heat map and dendogram of SSC identity and progenitor genes expressed in EOMES ^tdTOMATO^ cells from *Plzf ^+/+^* and Plzf *^lu/lu^* mutant testis. (**C**) Clusters generated from WT cells. Cellular expression profiles of 110 genes were embedded into a 2dimensional latent space using UMAP (see supplemental information for details). Cells in cluster 0 could not be confidently placed in any of the other six clusters. (**D**) Violin plots showing the mean expression of each SSC identity gene per cluster in cells sorted from *Plzf ^+/+^* testes.

**Figure 6—figure supplement 1.**
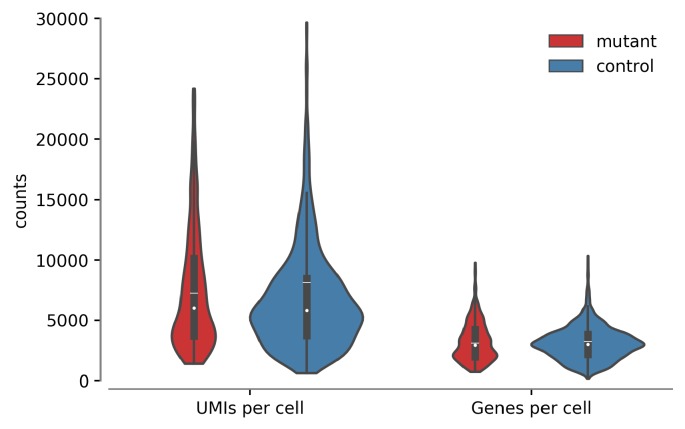
Distribution of unique molecular identifiers (UMIs) and genes per cell. Median (white dot), mean (white line), and interquartile range (dark box) are shown for each of the four distributions, with control (*Plzf ^+/+^; Eomes-iCreERt-tdTomato+*) in blue and mutant (*Plzf ^lu/lu^; Eomes-iCreERt-tdTomato+*) in red.

**Table 1.** Key identity genes expressed in SSCs or progenitor cells.

Gene	Expression	Method	Functional Assay	References
*Gfra1*	A_s_, A_pr_, A_al(4-8)_	*Gfra1-^CreERT2^*	Lineage tracing Transplant	(Hara et al., 2014)
*Bmi1*	A_s_	*Bmi1^CreERT^*	Lineage tracing	(Komai et al., 2014)
*Id4*	A_s_	*Id4-^eGFP^*	Lineage tracing Transplant	(Oatley et al., 2011; Sun et al., 2015)
*Plzf*	A_s_, A_pr_, A_al(4-16)_	Antibody staining	Lineage tracing Transplant	(La et al., 2018; Buaas et al., 2004)
*Lin28a*	A_s_, A_pr_, and A_al(4-16)_	Antibody staining	Transplant	(Chakraborty et al., 2014)
*T*	A_s_	*T^(nEGFP-CreERT2)^*	Lineage tracing	(Tokue et al., 2017)
*Eomes*	A_s_, A_pr_	*Eomes-^iCre ERt2 tdTomato^*	Lineage tracing	This manuscript
*Nanos2*	A_s_, A_pr_	Antibody staining	Lineage tracing Knockout	(Sada et al., 2009)
*Neurog3*	A_al(4-16)_	*Ngn3 ^CreERT^*	Lineage tracing Transplant	(Nakagawa et al., 2010)
*Pax7*	A_s_	*Pax7-^CreERT2^*	Lineage tracing	(Aloisio et al., 2014)
*Pdx1*	A_s,_ A_pr_	Antibody staining	Lineage tracing	(La et al., 2018)

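Among the Plzf +/+ cells, Bmi1 was detected in 413 cells (46.0%; 42.7 to 49.4), Id4 in 335 cells (37.3%; 34.2 to 40.6) and Zbtb16 in 304 cells (33.9%; 30.8 to 37.1). The spread of these shares across the 3 libraries was 0.770, 4.59 and 2.27 percentage points (SD) for Bmi1, Id4 and Zbtb16. Lin28a was detected in 210 cells (23.4%; 20.7 to 26.3), T in 134 cells (14.9%; 12.7 to 17.4), Pdx1 in 74 cells (8.25%; 6.53 to 10.2) and Nanos2 in 72 cells (8.03%; 6.33 to 10.0). Their SDs across libraries were 5.61, 2.68, 1.46 and 3.11 percentage points in that order. A UMI can reach a well from free RNA, so the shares were set beside those in 29 cells that a joint clustering of both genotypes placed in a cluster named Sertoli cell-like by its marker genes, with a median of 3162 UMIs per cell. Bmi1 was detected in 10 (34.5%; 17.9 to 54.3) and Id4 in 3 (10.3%; 2.19 to 27.4) of these 29 cells. The interval for Bmi1 overlaps that of the Plzf +/+ cells, which were deeper. A UMI in Sertoli cell-like cells may also come from their own expression, so these counts cannot measure free RNA. Zbtb16, Lin28a, T, Pdx1 and Nanos2 were detected in none of the 29 cells, which allows a share of up to 10.3%, above the shares of Pdx1 and Nanos2. Of the 29 cells 20 were Plzf lu/lu and 9 Plzf +/+, with 0 from the Plzf +/+ library of plate 4. For wells of Plzf +/+ cells alone the limit is thus wider. The shares fell with fewer UMIs per cell and with a higher minimum. Zbtb16 was detected in 64 of 896 Plzf +/+ cells (7.14%) after thinning to 1000 UMIs per cell, and with at least 2 UMIs Nanos2 was detected in 6 of 897 (0.669%), so the shares count cells in which a transcript was caught and not all cells that express the gene.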

An expression heat-map of the identity genes indicates that the majority of the cells express *Gfra1*, *Bmi1*, *Id4* and *Plzf*, while fewer cells express *T*, *Eomes*, *Pdx1*, *Nanos2*, *Neuorg3* and *Pax7 (*Figure 6B). The most striking finding is the considerable degree of heterogeneity in expression across the entire scRNAseq data set. 

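Over the 11 identity genes, 798 of the Plzf +/+ cells (89.0%; 86.7 to 90.9) had a UMI of at least 1 gene and 643 (71.7%; 68.6 to 74.6) had UMIs of at least 2. The cells with none, 1, 2, 3, 4, 5, 6 and 7 of the genes numbered 99, 155, 221, 188, 142, 57, 29 and 6, with a mean of 2.49 genes per cell. No cell had all 11, which allows a share of up to 0.334%. By library, at least 1 gene was detected in 89.3%, 89.4% and 88.1% of the Plzf +/+ cells of plates 1, 2 and 4, and at least 2 genes in 72.6%, 73.3% and 69.0%. With Nanos3 in place of Neurog3, the list that the methods section gives, 813 cells (90.6%) had at least 1 gene and 667 (74.4%) had at least 2. The shares moved most with depth. After thinning to 1000 UMIs per cell they were 49.0% and 14.3% of 896 cells. Among the Plzf lu/lu cells, 275 (78.1%; 73.4 to 82.3) had at least 1 gene and 174 (49.4%; 44.1 to 54.8) had at least 2.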

None of the cells expressed all of the genes, while 90% (807/897) of cells expressed at least one of the genes and 73% (655/897) expressed two or more of the genes. 

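Gfra1 was detected in 205 of 317, 200 of 303 and 161 of 277 Plzf +/+ cells of plates 1, 2 and 4. Over the 3 libraries the share was 63.1% of cells (59.8 to 66.3), with a library mean of 62.9% ± 4.22 (SD, n = 3). At 2000 UMIs per cell Gfra1 was detected in 319 of 834 cells (38.2%). None of the 29 Sertoli cell-like cells had a Gfra1 UMI, which allows a share of up to 10.3%. Only 9 of these 29 cells were Plzf +/+, so the limit for wells of that genotype is wider. Pax7 was detected in 6, 3 and 1 Plzf +/+ cells of the 3 libraries (1.11% of cells; 0.536 to 2.04), a share below what the 0 of 29 Sertoli cell-like cells allow.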

*Gfra1* was detected in 566/897 cells (63%), while PAX7 was detected in only 10/897 cells (1.11%). 

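The transcript of Neurog3 was caught in 10, 9 and 8 Plzf +/+ cells of plates 1, 2 and 4, with a library mean of 3.00% ± 0.136 (SD, n = 3). The exact interval over all of these cells was 1.99 to 4.35%. The 27 cells held 33 Neurog3 UMIs in all. No Neurog3 UMI was found in the Sertoli cell-like cells, whose number allows a share of up to 10.3%. A background share of the same size is thus not excluded by so few cells.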

*Neurog3* (Yoshida et al., 2004), which is expressed in early progenitor cells, was detected at relatively low levels in 27/897 cells (3.01%), suggesting that *Neurog3* is expressed in some SSCs, or that the sorted cells include early progenitor cells due to a longer half-life of tdTOMATO compared to EOMES itself. 

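Eomes UMIs were found in 38, 27 and 20 Plzf +/+ cells of plates 1, 2 and 4, which is 12.0%, 8.91% and 7.22% of the cells of each library, with an SD of 2.42 percentage points. Over all of these cells the interval was 7.64 to 11.6%. The 85 cells held 96 Eomes UMIs, so most of them had a single one, and 11 cells (1.23%) had at least 2. After thinning to 2000 UMIs per cell Eomes was found in 29 of 834 cells (3.48%; 2.34 to 4.96). No Eomes UMI was found in the 29 Sertoli cell-like cells, which allows a share of up to 10.3%. Only 9 of these 29 cells were Plzf +/+, so the limit for wells of that genotype is wider. Eomes was found in 2 of 11 cells of a cluster named T and NK cell-like by its marker genes (median of 1396 UMIs per cell), 2 of the 85 cells with an Eomes UMI.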

*Eomes* transcripts were detected in 85/897 (9.48%) EOMES ^tdTOMATO+^ cells. The low number of cells could be due to the inherent low expression of *Eomes* relative to other expressed genes, early progenitor cells that are tdTOMATO positive but are no longer expressing *Eomes* transcript, or the cell cycle stage in which the cells were collected. Together, the heterogeneity in transcript detection in the scRNAseq data mirrors previously reported heterogeneity in protein expression as detected by immunofluorescence (Suzuki et al., 2009).

To determine the relationship between the cells expressing the identity genes, cluster analysis was performed on the 100 most differentially expressed genes, plus 10/11 identity genes, from *Plzf ^+/+^* sorted cells. *Pax7* was excluded from the analysis because its normalized mean expression was too low to be meaningful. The bulk of the cells clustered together (cluster 2) as a group of 740 cells (Figure 6C). The remaining cells were defined by a separate group of 5 different smaller clusters. 

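The Plzf +/+ cells were clustered by the steps of the methods section, apart from the identity genes used, which were those of Table 1 without Pax7, with Neurog3 and without the Nanos3 that the methods section lists. The steps were the removal of genes with few counts, which left 14414 genes, division by relative library size, a natural log of the value plus 1, the 100 genes of largest variance over mean plus 10 identity genes, UMAP to 2 dimensions and HDBSCAN. The paper's text gives no base of the log, no number of neighbors, no smallest cluster size and no seed, and 15 neighbors, at least 10 cells per cluster and seed 1 were used here. This gave 13 clusters. The largest held 369 of the 897 cells (41.1%), the next 63 cells and the smallest 10, and 174 cells were assigned to no cluster. The numbers changed with these settings. Over 10 seeds the number of clusters ranged from 2 to 23 and the size of the largest cluster from 58 to 825 cells, while clusters of at least 5 cells gave 45 clusters and 5 neighbors a largest cluster of 846 cells. With the 11 genes that the methods section lists, a setting added after the values were seen, there were 18 clusters, the largest of 170 cells. With the 100 genes chosen on values before the log, the largest cluster held 768 cells and 1 other cluster 112. Over 10 seeds that choice gave 2 to 6 clusters and a largest cluster of 751 to 769 cells, with the seeds after the first added after the values were seen. The wide range over seeds thus belongs to the choice on log values. Among the leading genes of that choice were Nkg7, Gzma and Cd8a, markers of T and NK cells. Without the Plzf +/+ library of plate 1 the largest of 8 clusters held 203 cells, without that of plate 2 there were 7 clusters, and without that of plate 4 there were 5 clusters, the largest of 506 cells.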

Cells assigned to cluster 0 could not be confidently assigned to any cluster. The expression of *Dazl,* a marker of germ cells (Cooke et al., 1996), at moderate to high levels in all clusters, confirms that each cluster represents germ cells (Figure 6C). 

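In 12 of the 13 clusters obtained here, numbered by size, the share of cells with a Dazl UMI was between 77.4% and 100%. It was 96.5% (356 of 369 cells) in the largest cluster, and 89.7% (156 of 174) in the cells assigned to none. Dazl was detected in 2 of the 10 cells (20.0%; 2.52 to 55.6) of the twelfth cluster, of which 9 are Sertoli cell-like. Over all Sertoli cell-like cells of both genotypes Dazl was detected in 6 of 29 (20.7%; 7.99 to 39.7). Dazl was detected in none of the 11 T and NK cell-like cells, which allows a share of up to 27.3%, and 8 of the 9 such Plzf +/+ cells were assigned to no cluster. The low cluster was not found under every setting. The lowest share of Dazl in any cluster was 93.6% with UMAP seed 3, and without the Plzf +/+ library of plate 1 or of plate 2 it was 80.0% and 78.9%.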

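Ldhc UMIs were found in 58 of the 369 cells of the largest cluster obtained here (15.7%; 12.2 to 19.8). All cells of 4 of the smaller clusters had Ldhc UMIs. The second cluster (63 cells) and the sixth (31 cells) had the highest mean normalized values, 22.3 and 24.0 UMIs per cell, against 0.172 in the largest cluster. Of the 63 and 31 cells, 55 and 31 lie in a cluster of both genotypes that was named spermatid-like by its marker genes, a name that 163 cells carried, and 47 at a Leiden resolution of 1. The twelfth cluster (10 cells) had a mean of 14.5 and holds 9 Sertoli cell-like cells, and the seventh (30 cells) a mean of 2.17. None of the 51 cells of the third cluster had an Ldhc UMI, which allows a share of up to 5.88%; its median depth of 3198 UMIs per cell was lower than the 5956 of the largest cluster. The share of cells with Ldhc varied between libraries, with 20.2%, 47.9% and 41.2% of the Plzf +/+ cells of plates 1, 2 and 4. Ldhc was found in 27 of the 29 Sertoli cell-like cells (93.1%; 77.2 to 99.2), a cell type that should lack it.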

The expression of *Ldhc*, which is highly restricted to germ cells and whose protein is first detected in early pachytene spermatocytes (Goldberg et al., 2010), is expressed at highest levels in clusters 3–5, which are represented by a few cells, suggesting that *Ldhc* mRNA is expressed at low levels in SSCs or early progenitor cells. Although *Gfra1* was detected in all clusters, its highest mean expression was in cluster 1, as was *Id4* and *Bmi1* (Figure 6D). Although cluster 1 contained only 13 cells, *Eomes*, *T*, *Pdx1*, and *Nanos2* were expressed in a higher proportion of cells (e.g. 23–38% in cluster 1 compared to 9–15% in cluster 2) than in any other cluster. Nonetheless, the presence of multiple clusters expressing different identity genes suggests that EOMES ^tdTOMATO+^ sorted cells represent a collection of cells with different transcriptional profiles and supports the conclusion that SSCs are transcriptionally heterogeneous.

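The identity genes were among the genes that the cells were clustered on, so their differences between clusters are described without a test. Gfra1 had its highest mean in the largest cluster obtained here, where 367 of 369 cells had a UMI, as did Id4 (189 cells, 51.2%) and T (94 cells, 25.5%). Bmi1, Zbtb16 and Neurog3 had their highest means in a cluster of 13 cells, in which 13, 13 and 2 cells had a UMI, and Lin28a in a cluster of 49 cells, all with a UMI. Eomes was highest in a cluster of 18 cells (5 cells, 27.8%) and was found in 54 cells (14.6%) of the largest cluster. Pdx1 was highest in a cluster of 30 cells (4 cells, 13.3%). Nanos2 had nearly equal highest means of 0.0797 in the third cluster, of 51 cells (4 cells, 7.84%), and 0.0793 in the cluster of 30 cells, while its share was highest in the largest cluster (41 cells, 11.1%). In the third cluster no cell had a UMI of Gfra1, Eomes, Zbtb16, Id4 or Lin28a, which allows a share of up to 5.88% of its cells. Its cells had a median of 3198 UMIs, and 48 of 51 had a Dazl UMI.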

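How far the same cells came together under another seed of UMAP was measured by the adjusted Rand index, which is 1 for the same grouping and near 0 for a chance one. Between the clusters of seed 1 and those of each of the other seeds from 2 to 10, it ranged from 0.0736 to 0.712. When the 10 identity genes were left out of the clustering it was -0.0218, with 2 clusters of 712 and 185 cells.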

To determine the impact of loss of *Plzf* on the expression of the identity genes, we computed the change in expression of each gene across all cells in *Plzf ^+/+^* and *Plzf ^lu/lu^* mice. 

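Zbtb16, the mutated gene, had 164, 126 and 141 UMIs in the Plzf +/+ libraries of plates 1, 2 and 4 and 46 and 3 UMIs in the Plzf lu/lu libraries of plates 3 and 4. This is a CPM of 66.9 ± 13.3 (SD, n = 3) against 15.2 ± 4.43 (SD, n = 2), a log2 fold change of -1.97 (standard error 0.30, adjusted p = 0.0319 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 13728 genes). For T the log2 fold change was -4.43 (standard error 0.60, edgeR adjusted p = 0.0220), from 82, 90 and 40 UMIs against 4 and 0. Eomes had 44, 29 and 23 UMIs against 5 and 0, with a log2 fold change of -3.02 (standard error 0.65, edgeR adjusted p = 0.0801). Pdx1 had 28, 39 and 21 UMIs against 4 and 0, with a log2 fold change of -3.18 (standard error 0.62, edgeR adjusted p = 0.0632). Gfra1 fell from a CPM of 225 ± 13.0 (SD, n = 3) to 135 ± 2.87 (SD, n = 2), a log2 fold change of -0.75 (standard error 0.15, edgeR adjusted p = 0.0641). Gfra1, Zbtb16 and T were lower in both Plzf lu/lu libraries than in all 3 Plzf +/+ libraries. Eomes and Pdx1 were lower in that of plate 3, while 0 UMIs on plate 4 allow up to 12.1 CPM (3 UMIs), above the lowest Plzf +/+ values of 11.8 and 10.8 CPM. Over all genes, 2 of the 10 identity genes tested had an adjusted p under 0.05; adjusted over the list alone, 5 had, with edgeR adjusted p from 0.000691 for T to 0.00297 for Eomes, each lower in the Plzf lu/lu library of plate 3 and, apart from Eomes and Pdx1, in that of plate 4. The spread between plates behind these p values need not hold the spread between mice.
The 38 Plzf lu/lu cells of plate 4 had no UMI of T, Eomes or Pdx1, so fold changes of these genes that rest on that library alone depend on the prior count. The calls depended on the cells, the filter and the libraries. Without the cells of clusters named as other cell types, all 5 genes passed, with a log2 fold change of -4.31 and an edgeR adjusted p of 1.62e-07 for T, lower in both Plzf lu/lu libraries. Over all alternatives the edgeR or DESeq2 adjusted p of T ranged from 5.35e-12, without a filter on low counts, to 0.355 and that of Eomes from 0.000358 to 0.417, with every log2 fold change negative. The 5 genes also passed without the Plzf +/+ library of plate 1. No identity gene passed over all genes without the Plzf +/+ library of plate 2 or of plate 4 or without either Plzf lu/lu library. The edgeR adjusted p of T was then 0.121, 0.0691, 0.355 (without plate 3) and 0.0985 (without the Plzf lu/lu cells of plate 4), and that of Zbtb16 0.0984, 0.167, 0.346 and 0.128, while the 5 genes still passed adjusted over the list alone.
Id4 had a log2 fold change of -0.05 (standard error 0.21), Nanos2 of 0.17 (standard error 0.40) and Lin28a of 0.19 (standard error 0.34), all within 1 standard error of 0. Id4, Nanos2 and Lin28a changed sign when single libraries were left out, to 0.10 for Id4 and -0.02 for Lin28a without the Plzf +/+ library of plate 2, to 0.04 for Id4 without the Plzf lu/lu library of plate 4, and to -0.01 for Nanos2 without that of plate 3. Neurog3 had 12, 12 and 9 UMIs against 6 and 0, with a log2 fold change of -1.26 (standard error 0.71, edgeR adjusted p = 0.497). It was lower in the Plzf lu/lu library of plate 3, while 3 UMIs on plate 4 would be 12.1 CPM, above each Plzf +/+ library. With cells as replicates, as in the methods section, edgeR's exact test gave log2 fold changes of -1.25 for Zbtb16, -1.42 for T, -0.75 for Eomes, -0.72 for Pdx1, -0.73 for Gfra1 and -0.19 for Neurog3.

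**Figure D1:**
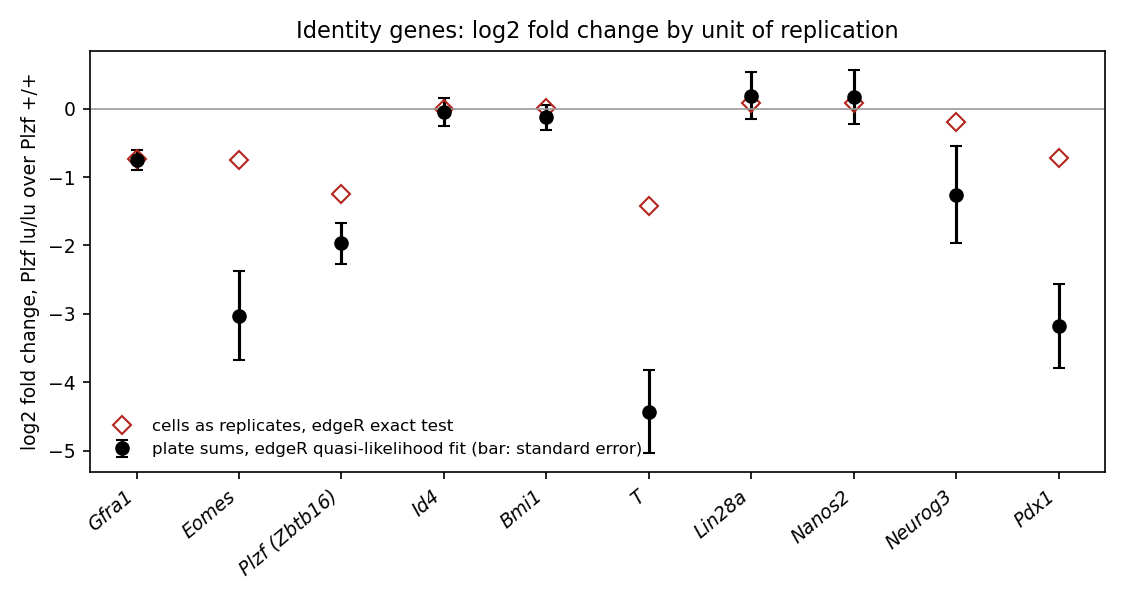
Log2 fold change of each identity gene tested, Plzf lu/lu over Plzf +/+. Filled points are fits to plate sums with bars of 1 standard error, open diamonds are edgeR's exact test with cells as replicates. The 2 methods lie far apart for T (-4.43 and -1.42) and close together for Gfra1 (-0.75 and -0.73).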

In *Plzf ^lu/lu^* mice, the log_2_-fold change in expression of the identity genes *Bmi1*, *Id4, Pax7, Nanos2* and *Neurog3* were unchanged compared to *Plzf ^+/+^* mice, while the expression of *Gfra1*, *Eomes, T, and Pdx1* were significantly decreased (Figure 6B and Table 2). 

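In Plzf lu/lu cells Gfra1 was detected in 119 of 314 cells of plate 3 (37.9%; 32.5 to 43.5) and in 15 of 38 cells of plate 4 (39.5%; 24.0 to 56.6). The mean of the 2 libraries, 38.7% ± 1.11 (SD, n = 2), lies below each Plzf +/+ library, by far more than the spread between libraries. Within plate 4, where both genotypes shared a plate, the intervals of the 39.5% of Plzf lu/lu cells and the 58.1% of Plzf +/+ cells (52.1 to 64.0) overlap. Fisher's exact test, two-sided, added after the values were seen, gave p = 0.0364 for this difference and 0.10 after Benjamini-Hochberg adjustment over the 11 identity genes. Its units are cells, so it covers counting error only. At 2000 UMIs per cell Gfra1 was detected in 65 of 333 Plzf lu/lu cells (19.5%; 15.4 to 24.2), against 34.9 to 41.6% for the interval of the Plzf +/+ cells. Among the 11 identity genes, the intervals of the 2 genotypes were apart for 5, which are Gfra1, Eomes, Zbtb16, T and Pdx1. Without the library of plate 3 they were apart for 3 genes, Gfra1, Zbtb16 and T, and on plate 4 alone for Zbtb16 only.

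**Figure D2:**
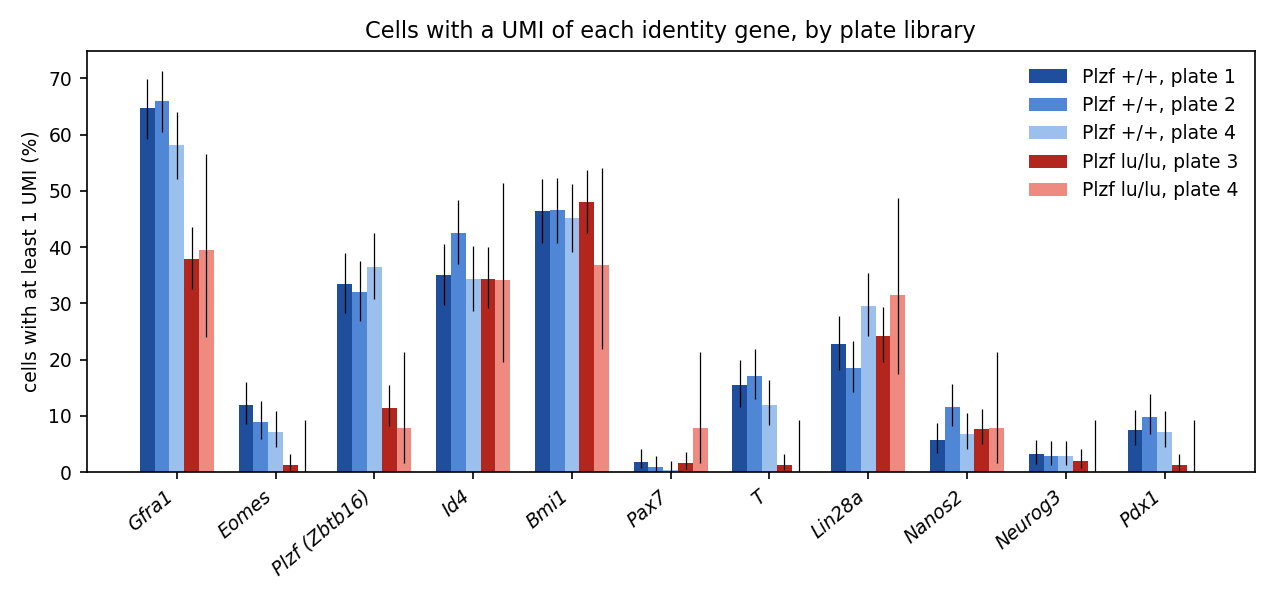
Percent of cells with at least 1 UMI of each identity gene in each plate library, with exact 95% intervals as lines. The Plzf lu/lu libraries (red) lie below the Plzf +/+ libraries (blue) for Gfra1, at 37.9% and 39.5% against 58.1 to 66.0%.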

In *Plzf ^lu/lu^* mutants, the fraction of cells expressing *Gfra1* was reduced from 63.10% in *Plzf ^+/+^* cells to 38.07% in *Plzf ^lu/lu^* mutants. *Eomes* and *T* were only expressed in (1.14%) of *Plzf ^lu/lu^* mutant cells, compared to 9.48% and 14.94%, in *Plzf ^+/+^* cells, respectively, suggesting that mutation of *Plzf* differentially affects a subpopulation of SSCs expressing *Gfra1*, *T, Pdx1,* and *Eomes*.

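Eomes, T and Pdx1 were each detected in 4 of the 314 Plzf lu/lu cells of plate 3 (1.27%; 0.348 to 3.23) and in none of the 38 of plate 4, which allows a share of up to 7.89%. On plate 4 the Plzf +/+ shares of Eomes and Pdx1, both 7.22%, lie under this limit, so no difference was detectable there with so few cells. Without the cells of plate 3 the comparison of these genes rests on those 38 cells. For T the Plzf +/+ share on plate 4 was 11.9% (8.34 to 16.3), an interval above this limit, although the exact interval of 0 of 38 cells reaches 9.25% (Fisher's exact test, two-sided, added after the values were seen, p = 0.0206, and 0.0756 adjusted over the 11 identity genes, for counting error only). Zbtb16 was detected in 36 Plzf lu/lu cells of plate 3 (11.5%; 8.16 to 15.5) and in 3 of plate 4 (7.89%; 1.66 to 21.4). The Plzf lu/lu cells of plate 3 had the highest mean depth of the 5 libraries, and at 2000 UMIs per cell the intervals of these genes stayed apart. At that depth Eomes was detected in 1 of 333 Plzf lu/lu cells, T in 2 of 333 against 50 of 834 Plzf +/+ cells, and Pdx1 in 1 of 333 against 24 of 834. From the lower shares of mutant cells with Eomes and T, the paper proposes that the loss of Plzf acts more on 1 subset of the stem cells, marked by Gfra1, T, Pdx1 and Eomes, than on the others.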

**Table 2.** Differential expression of SSC identity transcripts in Plzf +/+ and Plzf lu/lu mutant cells.

Gene	Log2 FC	P value
Gfra1	-0.779	1.31E-12
Eomes	-0.766	1.41E-09
Plzf	-1.27	4.09E-21
Id4	-0.046	0.73
Bmi1	-0.021	0.8
Pax7	0.09	0.278
T	-1.45	2.11E-19
Lin28a	0.046	0.71
Nanos2	0.039	0.67
Neurog3	-0.177	0.08
Pdx1	-0.738	6.11E-09

Given that ID4-EGFP has previously been reported to be restricted to a subpopulation of A_s_ cells (Helsel et al., 2017), that it has been proposed to mark the ultimate pool of SSCs (Helsel et al., 2017), and that we did not detect significant changes in *Id4* transcript in EOMES ^tdTOMATO+^ sorted cells in *Plzf ^lu/lu^* mutants, we investigated the expression of ID4 by immunofluorescence. Using a rabbit polyclonal antibody, which detects a protein of the correct molecular weight by western blotting in extracts prepared from WT testes but not in extracts from *Id4^-/-^* testes (Figure 7A), we detected ID4 in PLZF+ A_s_, A_pr_, and A_al_ cells (Figure 7C). Because this staining pattern differed from that previously reported for an *Id4-EGFP* transgene, we performed double-staining for ID4 and LIN28A. We again found that we could detect ID4 in chains of A_al_ cells that were also positive for LIN28A (Figure 7D). ID4 immunostaining was not detected in seminiferous tubules of *Id4 ^-/-^* mutants (Figure 7E) (Yun et al., 2004). We assayed for co-expression of tdTOMATO and ID4 and found that 40% of the tdTOMATO+ A_s_ cells were also positive for ID4 (Figure 7F, upper row). We again detected ID4 in chains of A_al_ cells (Figure 7F, bottom row), none of which were positive for tdTOMATO. In aggregate, we determined that only 20% of ID4+ cells were positive for tdTOMATO. To determine if *Id4* was required for expression of EOMES, we performed immunofluorescence on testis from *Id4^-/-^* mutants. EOMES was detected in GFRA1+ cells (Figure 7G), consistent with the detection of *Eomes* RNA by rtPCR in *Id4^-/-^* mutants (Figure 7B). We conclude that ID4 is expressed in a subpopulation of EOMES+ cells, but the majority (80%) of the ID4+ population is EOMES-.

**Figure 7.**
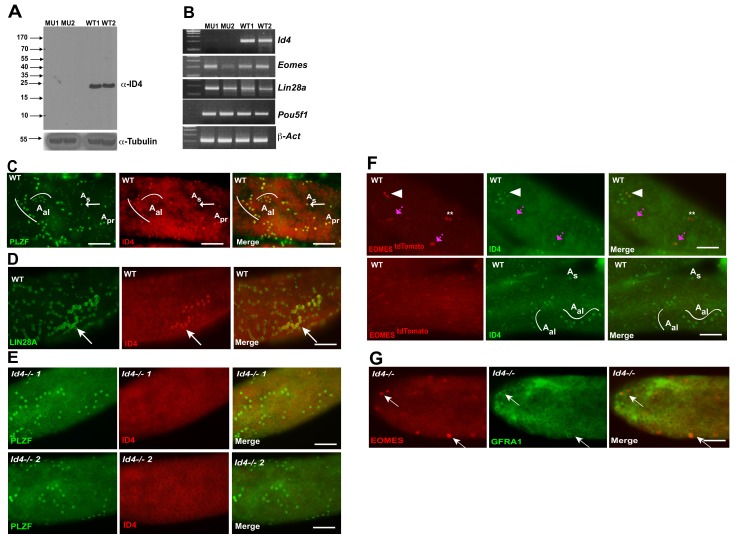
ID4 is expressed in A_s_, A_pr_ and A_al_ spermatogonia. (**A**) Western blot of total testis protein lysate from 2 WT and 2 *Id4^-/-^* mutant mice probed with ID4 antibody. For loading control, western blot was probed with α-tubulin antibody. (**B**) RT-PCR using total RNA from two *Id4^-/-^* mutant and 2 WT mice for *Eomes, Lin28a, Pou5f1 and β-actin*. (**C**) Detection of PLZF and ID4 by immunofluorescence in whole mount seminiferous tubules. Both ID4 in PLZF+ were detected in A_s (arrow)_, A_pr_, and A_al_ spermatogonia in WT adult mouse testis. (**D**) ID4 protein was co-localized in chains of LIN28A+ A_al_ spermatogonia (arrow). (**E**) ID4+ cells are not detected in whole mount tubules from prepared from *Id4^-/-^* mutant mice. (**F**) Top row, examples of tdTOMATO/ID4 double-positive cells (arrowhead), tdTOMATO+ ID4- (**), and two adjacent cells where one is tdTOMATO+ and the other is tdTOMATO/ID4 double-positive (magenta arrow). Bottom row, examples of tdTOMATO- ID4+ A_s_ and A_al_ chains of 4 and 8 cells. (**G**) EOMES+ GFRA1+ cells are present in *Id4^-/-^* mutants (arrow).

## Discussion

Exploiting a transgenic overexpression model for GDNF in *Plzf ^+/+^* and *Plzf ^lu/lu^* mice, we discovered a rare population of A_s_ EOMES-expressing spermatogonia. Lineage tracing studies during steady state spermatogenesis and during regeneration demonstrated that EOMES+ cells are SSCs. The significant loss of *Eomes-*expressing cells between *Plzf ^+/+^* and *Plzf ^lu/lu^* suggest that EOMES marks a subpopulation of GFRA1+ cells that are uniquely depleted in *Plzf ^lu/lu^* mice. EOMES+ cells cycle more frequently in *Plzf ^lu/lu^* mice, suggesting that PLZF regulates their proliferative activity.

In addition to expression in A_s_ cells, EOMES was occasionally detected in one of two adjacent GFRA1+ cells. The clones, which we counted as A_pr_, could have also been two lineage-independent, but adjacent, A_s_ cells. Alternatively, the two cells could be daughter cells, suggesting that EOMES expression can be asymmetrically inherited. Interestingly, in rare cases EOMES was expressed heterogeneously in a chain of GFRA1+ A_al_ cells, again suggesting that the fate of cells with clones of A_al_ is not uniform and supporting the possibility that cells within chains are subject to reversion to SSCs following fragmentation (Nakagawa et al., 2010).

Single cell sequencing of EOMES^tdTOMATO+^ cells revealed extensive heterogeneity of expression of a collection of SSC identity genes (Figure 6). Immunostaining of several of the markers confirmed that SSCs are heterogeneous yet hierarchical, with markers such as EOMES preferentially expressed in more primitive A_s_ cells and LIN28A expressed in differentiating A_s_, A_pr_ and A_al_ cells (Figure 2H). Similar conclusions from both protein and RNA expression studies have been reported by others (Suzuki et al., 2009; La et al., 2018).

Overexpression of GDNF led to clusters of tightly packed nests of undifferentiated spermatogonia. Cells in the center of the nests tended to be EOMES+ LIN28 A- while cells at the periphery were EOMES- LIN28A+. We speculate that the significance of the geometry of the nests could be a consequence of increased paracrine signaling, perhaps driven by intercellular coupling of GDNF with its co-receptor GFRA1/RET, or the physiological state in the center of the nests, that favors SSC self-renewal.

### Relation of EOMES cells to other SSC markers

Single-cell RNA sequencing of EOMES ^tdTOMATO+^ cells from *Plzf ^lu/lu^* mutants suggests that EOMES-expressing cells constitute a unique population of A_s_ cells. In recent studies, other GFRA1+ A_s_ subpopulations have also been identified. A recent report supports our data that a subset of A_s_ spermatogonia are marked by EOMES, T, PDX1 and LHX1, and transplantation studies have shown that PDX1-expressing cells are SSCs (La et al., 2018). A *Bmi1 ^CreERT^* allele has also been shown to mark SSCs (Komai et al., 2014). 

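The sums of Bmi1 UMIs were 225, 266 and 225 in the Plzf +/+ libraries of plates 1, 2 and 4 and 281 and 20 in the Plzf lu/lu libraries of plates 3 and 4. The CPM was 110 ± 5.07 (SD, n = 3) in Plzf +/+ and 96.2 ± 22.3 (SD, n = 2) in Plzf lu/lu libraries, with a log2 fold change of -0.12 (standard error 0.18). The sign turned to 0.02 without the Plzf lu/lu library of plate 4. The share of Plzf lu/lu cells with a Bmi1 UMI was 46.9% (165 of 352 cells; 41.6 to 52.2). The share among the Sertoli cell-like cells, which had fewer UMIs, does not differ from it by more than counting error. Those cells may express Bmi1 themselves, so this comparison cannot tell background from expression.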

We detected *Bmi1* transcript in EOMES ^tdTOMATO+^ cells, and long-term labeling of SSCs has been observed in *Bmi1* lineage tracing experiments, however, the mean expression of *Bmi1* was similar between *Plzf ^+/+^* and *Plzf ^lu/lu^* cells, suggesting that *Bmi1* expression is not restricted to EOMES+ cells. *Pax7* lineage-marked cells are capable of repopulating germ cell-free testes in transplants and are resistant to busulfan insult. (Aloisio et al., 2014). However, *Pax7* transcript was detected in only 10/897 EOMES ^tdTOMATO+^ cells, and its mean expression too low to be included in our cluster analysis.

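Pax7 had too few UMIs for the test between genotypes, with 8, 3 and 1 in the Plzf +/+ libraries of plates 1, 2 and 4 and 6 and 3 in the Plzf lu/lu libraries of plates 3 and 4. Over all cells these are 12 UMIs against 9, a ratio of 1.70 after division by the UMI totals, Plzf lu/lu over Plzf +/+ (exact interval 0.634 to 4.41), so a difference was not detectable in these sums at this depth. In Plzf lu/lu mice, 8 of the 352 cells had a Pax7 UMI (2.27%; 0.986 to 4.43). On plate 4 these were 3 of 38 cells against 1 of 277 Plzf +/+ cells (Fisher's exact test, two-sided, added after the values were seen, p = 0.00599, and 0.0329 adjusted over the 11 identity genes), while on plate 3 they were 5 of 314. The test covers counting error only, with 1 library per genotype, and rests on 3 cells.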

An *Id4-gfp* allele also marks a subset of A_s_ spermatogonia (Chan et al., 2014; Oatley et al., 2011; Sablitzky et al., 1998; Sun et al., 2015) and recent studies have shown that transplantable SSC activity resides in the ID4-GFP-bright population (Helsel et al., 2017). 

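Among the 85 Plzf +/+ cells with an Eomes UMI, 49 had an Id4 UMI (57.6%; 46.4 to 68.3) and 33 had a T UMI (38.8%; 28.4 to 50.0). By library the share with Id4 was 52.6%, 66.7% and 55.0% in plates 1, 2 and 4 (SD 7.51 percentage points), and the share with T was 44.7%, 33.3% and 35.0% (SD 6.16). Among the 812 cells without an Eomes UMI, 286 had Id4 (35.2%; 31.9 to 38.6) and 101 had T (12.4%; 10.2 to 14.9). The cells with Eomes were deeper, with a median of 7476 against 5702 UMIs, so 82 of them were matched to cells without Eomes within 10% of their UMIs. In the matched cells the share was 36.6% for Id4 and 13.7% for T. Co-detection fell most when depth was lowered. In the mean over all ways to thin each cell to 2000 UMIs, about 27.2 cells keep an Eomes UMI, and 19.5% of these have Id4 against 17.0% of the other cells, while 16.8% have T against 6.40%. The higher share of Id4 in cells with Eomes was thus not detectable at that depth.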

Because ~40% of EOMES+ cells are ID4+, and *Id4* transcripts were co-expressed in 49 of the 85 *Eomes*+ cells, it is likely that there is substantial overlap in the population of cells marked by EOMES, ID4-GFP-bright, and T (47% of cells that expressed *Eomes* also expressed *T*) (Tokue et al., 2017). In fact, previous studies have shown that there is a 4.15 log_2_ fold (p=0.00005) enrichment of *Eomes* transcript in the ID4-GFP-bright population (source file Database S1 in Helsel et al., 2017), suggesting a strong overlap in EOMES-expressing cells and the ID4 bright population. However, our data suggest that the *Id4-gfp* transgene may not reflect the full expression pattern of the ID4 protein itself. Although we detected ID4 in ~40% of the EOMES+ cells, the majority of the ID4+ cells (80%) were EOMES- and included A_pr_ and A_al_ cells. Differences in half-lives of the ID4 and EGFP proteins, or differences in translational control elements in their respective mRNAs, may be responsible for the discordance in their expression. Others have also recently reported that expression of *Id4^IRES-Gfp^* is not restricted to A_s_ cells and that approximately 45% of ID4-IRES-GFP+ cells are EOMES- and PDX1- spermatogonia, confirming that ID4 expression is not restricted to A_s_ cells (La et al., 2018).

At face value our results are inconsistent with the fragmentation model for SSC self-renewal (Nakagawa et al., 2010; Hara et al., 2014). However, it is possible that the *Ngn3* and *GFRa1* lineage tracing studies preferentially labeled the equivalent of our EOMES- GFRA1+ SSCs, and that EOMES- A_s_, A_pr_ and A_al_ cells can de-differentiate to EOMES+ A_s_ SSCs following fragmentation and transplantation. Interestingly, PDX1-expressing cells are lost upon busulfan ablation but then regained during regeneration (La et al., 2018).

### Function of PLZF

To date, it is unclear how PLZF mechanistically regulates SSC self-renewal, as it is expressed in the entire undifferentiated spermatogonia population. Our data demonstrate that PLZF regulates the cycling status of EOMES+ cells, and suggests that the failure of *luxoid* mutant germ cells to successfully colonize after transplantation is a consequence of their severely depleted population of EOMES+ A_s_ cells and the altered proliferative index of the entire population of GFRA1+ cells. This paradigm could extend to the regulation of germline stem cells in humans, as PLZF is expressed in human SSCs (Hermann et al., 2010). Several studies have provided in vitro evidence for a role of PLZF in cell cycle regulation. PLZF associates with CDC2 kinase activity in vitro (Ball et al., 1999) and when overexpressed in myeloid progenitors, PLZF decreases proliferation by reducing entry into S-phase (Doulatov et al., 2009). Furthermore, PLZF suppresses growth of 32Dcl3 cells in vitro by repressing transcription of the cyclin A2 gene and other cyclin-dependent complexes involved in the G_1_/S transition (Shaknovich et al., 1998; Yeyati et al., 1999). Our studies show that PLZF is critical for maintaining SSCs in a low proliferative state and suggest that it regulates the cycling status of SSCs. Analogous to the hematopoietic system, which contains both slow-cycling long-term (LT)-HSCs, and rapid-cycling short-term HSCs, (Cheshier et al., 1999; Morrison and Weissman, 1994; Spangrude et al., 1988), and where over-cycling of LT-HSCs can lead to stem cell exhaustion and consequent loss of differentiated cell types (Arai and Suda, 2007), we propose that loss of PLZF results in proliferative exhaustion of SSCs.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*Mus musculus*)	B6/N	The Jackson Laboratory	JR # 05304	
Strain, strain background (*Mus musculus*)	*B6.129P2-Gt(ROSA) 26 ^Sortm1(CAG-Brainbow2.1)Cle^/J*	The Jackson Laboratory	JR# 017492	
Strain, strain background (*Mus musculus*)	*Zbtb16^lu^*/J (*Plzf ^lu^*)	The Jackson Laboratory	JR#000100	
Strain, strain background (*Mus musculus*)	B6(Cg)-^Tyr c-2J^/J	The Jackson Laboratory	JR# 000058	
Strain, strain background (*Mus musculus*)	B6.Cg-*Gt(ROSA)26Sor ^tm6(CAG-ZsGreen)Hze^*/J	The Jackson Laboratory	JR# 007906	
Strain, strain background (*Mus musculus*)	Tg(Ctsl-Gdnf) B6.C3H.F1	Sharma & Braun 2018	PMCID: 29440301	
Strain, strain background (*Mus musculus*)	*Id4 ^-/-^*	Received from Mathew Havrda and Mark Israel; Dartmouth Medical School	PMCID: 15469968	
Cell line (*M. musculus*)	B6N-JM8 ES	The Jackson Laboratory	RRID:CVCL_J957	
Antibody	Mouse mono-clonal anti-PLZF	Santa Cruz Biotech Inc, Santa Cruz, CA	Cat# sc-28319	Dilution – 1:250
Antibody	Goat poly-clonal anti-GFRA1	R and D systems, Minneapolis, MN	Cat# AF560	Dilution – 1:500
Antibody	Rat poly-clonal anti-LIN28A	Gift from Dr. Eric G. Moss, Rowan University, School of Osteopathic Medicine, One Medical Center Drive, Stratford, NJ 08084		Dilution – 1:500
Antibody	Rabbit poly-clonal anti-EOMES	Abcam, Cambridge, MA	Cat# ab23345	Dilution – 1:500
Antibody	Rabbit polyclonal anti-SOHLH1	Abcam, Cambridge MA	Cat# ab49272	Dilution – 1:400
Antibody	Rabbit mono-clonal anti-ID4	BioCheck Inc, Foster City, CA	Cat # BCH-9/ # 82–12	Dilution – 1:500
Chemical compound, drug	Tamoxifen diet	https://www.envigo.com/products-services/teklad/laboratory-animal-diets/	TD. 130859	
Chemical compound, drug	EdU	Invitrogen, https://www.thermofisher.com/us/en/home/brands/invitrogen.html	Cat# A10044	
Chemical compound, drug	Busulfan	Sigma-Aldrich, St. Louis, MO	Cat# B2635	
Commercial assay or kit	Click-IT EdU assay kit	Invitrogenhttps://www.thermofisher.com/us/en/home/brands/invitrogen.html	Cat # A20185	
Commercial assay or kit	RNA isolation PureLink RNA Mini kit	Ambion https://www.thermofisher.com/us/en/home/brands/invitrogen/ambion.html	Cat# 12183018A	
Commercial assay or kit	Arcturus PicoPure RNA kit	Applied Biosystems https://www.thermofisher.com/us/en/home/brands/applied-biosystems.html	Cat # 12204–01	
Commercial assay or kit	TruSeq RNA Sample Prep Kit v2	Illuminahttps://www.illumina.com/		
Commercial assay or kit	Nextera Xt DNA sample kit	Illumina https://www.illumina.com/		
Sequence-based reagent	Forward primers for RT-PCR of *Eomes*			5’- ctggttctgttctttgcacaggcgcatg-3’
Sequence-based reagent	Reverse primers for RT-PCR of *Eomes*			5’- atcagccacaccagacacagagatc-3’
Sequence-based reagent	Forward primers for RT-PCR B-actin			5’- ccagttcgccatggatgacgatat-3'
Sequence-based reagent	Reverse primers for RT-PCR B-actin			5’- gtcaggatacctctctgctctga-3'
Software, algorithm	TopHat v 2.0.7	Kim et al., 2013	PMCID:PMC4053844	
Software, algorithm	EdgeR v2.6.10	Robinson et al., 2010	PMCID:PMC2796818	
Software, algorithm	BamTools v 1.0.2	Barnett et al., 2011	PMCID:PMC3106182	
Software, algorithm	Cell View	Bolisetty et al., 2017	http://doi.org/10.1101/123810	

### Animals

All animals were housed in a barrier facility at The Jackson Laboratory. All experimental procedures were approved by the Jackson Laboratory Institution Animal Care and Use Committee (ACUC) and were in accordance with accepted institutional and government policies.

### Generation of tamoxifen inducible *iCre ERt2-tdTomato* knock-in into the *Eomes* locus

The BAC clone RP23-235G22 was used to clone the *2A:CreERt2-FRT-PGK-Neor-FRT* cassette into exon 2 of mouse *Eomes* gene. Linearized vector was electroporated into B6N-JM8 ES cells from B6N mouse strain. Chimera were generated using B6(Cg)-^Tyr c-2J^/J the albino mice. The chimeras were crossed to B6N parental strain to generated F1 progeny. The reporter mice used to assay for Cre recombination were *B6.129P2-Gt(ROSA) 26 ^Sortm1(CAG-Brainbow2.1)Cle^/J*. For activation of *iCre* the mice were fed TD.130859 (TAM diet). The food was formulated for 400 mg tamoxifen citrate per kg diet that would provide ~40 mg tamoxifen per kg body weight per day.

### Testes weight and histology

Mice were genotyped with specific primer sets and assessed for body weight and testes weight at each time point analyzed. For histological analysis, testes were fixed overnight in Bouin’s and paraffin-embedded sections were stained with PAS after dewaxing.

### Whole mount immunostaining

Seminiferous tubules were dispersed in PBS by removing the tunica from the testes. They were rinsed with PBS and fixed in 4% paraformaldehyde (Electron Microscopy Sciences, Fort Washington, PA) for 4–6 hr at 4°C. For PLZF, LIN28A, and SOHLH1 antibodies, the tubules were permeabilized with 0.25% NP-40 in PBS-T (0.05% Tween in PBS) for 25 min at RT before blocking in 5% normal goat serum. The tubules were then incubated with primary antibodies and incubated overnight (GFRA1 and EOMES) at RT or 4°C for PLZF, LIN28, and SOHLH1. The next day the tubules were washed three times with PBS-Tween20 for 5 min, and incubated with secondary antibodies conjugated to Alexa Fluors (Molecular Probes) for 1 hr at room temperature. After washing in PBS-Tween20, the tubules were mounted in VectaShield with DAPI (Vector Laboratories, Burlingame, CA) and imaged using a Nikon Eclipse E600 epifluorescence microscope equipped with an EXi Aqua Camera from Q-Imaging (Surrey, BC, Canada).

### Proliferation assay

To assay the proliferative index of spermatogonial stem cells, mice were injected intra-peritoneally with 50 mg/kg body weight of EdU. EdU staining was performed using the Click-iT EdU imaging Kit (Invitrogen, Carlsbad, CA) according to manufacturer’s protocol. Briefly, seminiferous tubules were dissected 24 hr after EdU injection and first probed with an EOMES antibody before staining for EdU. Tubules were incubated with Click-iT reaction cocktail containing buffer, CuSO_4_, Alex Fluor 594 Azide, and reaction additive buffer for 30 min at room temperature. Tubules were then washed in PBS-Tween20 buffer for more than 2 hr and then mounted in Vectashield mounting media (Vector Laboratories Inc, Burlingame, CA) with DAPI and imaged on a Nikon Eclipse E600 epifluorescence microscope equipped with an EXi Aqua Camera from Q-Imaging (Surrey, BC, Canada).

### Quantitative Real Time (qRT)-PCR

Total RNA was prepared from testes using the PureLink Kit (Ambion). qRT-PCR was performed using SYBR Green Master Mix with gene-specific primer sets in a One-step RT-PCR reaction (Applied Biosystems) on an equal amount of total RNA from testes of each genotype and analyzed using ABI 7500 system sequence detection software (Applied Biosystems, Carlsbad, California). Arcturus PicoPure RNA kit from Applied Biosystems (Waltham, MA) was used to isolated RNA from the FACsorted cells.

### mRNA sequencing and analysis

An equal amount (4 µg) of total RNA from testes of 4 month-old mice was used for sequencing using the TruSeq RNA Sample Prep Kit v2. The libraries were amplified by 15 PCR cycles and quantitated using a Kapa Biosystems Quantification Kit (https://www.kapabiosystems.com/). The quality of each library was assessed on a Bioanalyzer Agilent DNA 1000 Chip. The libraries were then normalized to 2 nM and then pooled into one sample. The pooled samples were loaded onto 3 lanes of a V3 Flow Cell and then sequenced on the Illumina HiSeq 2000 (100 bp paired-end run). RNAseq data for all samples were subjected to quality-control check by NGSQCtoolkit v 2 (Patel and Jain, 2012), and samples with base qualities ≥ 30 over 70 nucleotides (100 bp reads) were used in the analysis. Orphaned reads after the quality-control step were used as single-ended reads in the downstream analysis. Read mapping was carried out using *TopHat v 2.0.7* (*56*) with supplied annotations at parameters (--read-mismatches 2, --read-gap-length three and --read-edit-dist 3) against the mouse genome (build-mm9). Bamtools v 1.0.2 (*57*) was used to calculate the mapping statistics. *HTSeq-count* script was used at default parameters (http://www-huber.embl.de/users/anders/HTSeq/doc/count.html) to count the reads mapped to known genes for both orphaned and paired-end reads, and final counts were merged prior to differential expression analysis. Expression differences between *Tg(Gdnf)* and *Tg(Gdnf);lu/lu* mice were determined by using *edgeR v 2.6.10* (Robinson et al., 2010) (*exactTest* function was used to determine the differences in expression). Genes with FDR ≤ 0.05 and Absolute log_2_ fold change ≥ 1 were considered differentially expressed.

### Regeneration of SSCs after busulfan treatment

A single dose of 10 mg/kg body weight of busulfan was injected intraperitoneally in WT C57BL/6J adult mice. Three mice were analyzed at each time point. Their testes were processed for whole-mount immunofluorescence. For a percentage of GFRA1 population, 300–500 cells were counts for each mouse. The EOMES+ and PLZF+ cells were counted over equal length of seminferous tubules, for each mouse. The data are presented as the number of cells ± SE per 1,000 Sertoli cells.

### Flow cytometry and single cell sequencing

Single cell suspensions from *Plzf ^+/+^* and *Plzf ^lu/lu^* testes carrying the *Eomes-^tdTomato^* knockin allele were prepared using a two-step collagenase and trypsin enzymatic digestion procedure. Cells were filtered first with an 40 um nylon membrane followed by a 25 um filter. DNase I was added to the cell suspension to prevent clumping. Cells were washed once in PBS and finally suspended at a concentration of 1−2 × 10^6^ cells/ml, analyzed and sorted on Becton Dickinson FACSVantage cell sorter. Cells from littermate mice that were negative for *Eomes-^tdTomato^* were used to gate the positive staining cell population and DAPI was used to gate out the dead cells. Single cells were flow sorted into individual wells of a Bio-Rad hard shell 384 well plate. The plate was immediately transferred and stored in a −80C freezer. Custom designed Drop-Seq barcodes (see below) from Integrated DNA Technologies (IDT) were delivered into each well of each 384 well plate. All primers in one well shared the same unique cell barcode and billions of different unique molecular identifiers (UMIs). An Echo 525 liquid handler was used to dispense 1 ul of primers and reaction reagents into each well in the plate for the cell lysis and cDNA synthesis. Following cDNA synthesis, the contents of each well were collected and pooled into one tube using a Caliper SciClone Liquid Handler. After treatment with exonuclease I to remove unextended primers, the cDNA was PCR amplified for 13 cycles. The cDNA was fragmented and amplified for sequencing with the Nextera XT DNA sample prep kit (Illumina) using custom primers (see below) that enabled the specific amplification of only the 3′ ends. The libraries were purified, quantified, and sequenced on an Illumina NextSeq 500.

Barcode oligo primer: 5’-AAGCAGTGGTATCAACGCAGAGTACJJJJJJJJJJJJNNNNNNNNTTTTTTTTTTTTTTTTTTTTTTTTTTTTTTVN-3’
Custom primer sequence: 5’-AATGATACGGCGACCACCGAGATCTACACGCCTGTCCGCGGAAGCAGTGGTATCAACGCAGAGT*A*C-3’
Custom read 1 sequence: 5’-CGGAAGCAGTGGTATCAACGCAGAGTAC-3’

### Single cell sequencing analysis

Cells derived from the mutant and control samples were clustered separately. Genes with fewer than two counts in fewer than 2 cells were removed from the digital expression matrix and the expression was normalized by relative library size (computed as total counts per cell divided by median counts per cell) and log transformed. 100 genes with the largest variance/mean ratio and 11 genes used for cell type verification (*Gfra1*, *Eomes*, *Id4*, *T*, *Lin28a*, *Plzf*, *Bmi1*, *Pax7*, *Pdx1*, *Nanos2* and *Nanos3*) were used to subset the expression matrix for dimensionality reduction and clustering. Cellular expression profiles at these 110 genes were embedded into a 2-dimensional latent space using UMAP (McInnes L and Healy J. Uniform manifold approximation and projection for dimension reduction. ArXiv e-prints 2018, version 0.2.1), and clusters of cells were identified using hierarchical density-based spatial clustering (HDBSCAN, Campello Ricardo JGB et al., Hierarchical density estimates for data clustering, visualization, and outlier detection. ACM transactions on Knowledge Discovery from Data (TKDD) 2015; McInnes L, Healy J, and Astels S. Hierarchical density based clustering. Journal of open Sourse Software (JOSS) 2017, version 0.8.12). Cells assigned to cluster 0 are those which could not be confidently assigned to any cluster. Differentially expressed genes (DEGs) were identified using edgeR. Mutant and wildtype cells were treated as biological replicates for their respective condition. We find that edgeR offers a balance between type I and type II error rates when applied to single cell RNA-seq data relative to available scRNA-seq DEG analysis tools (Dal Molin et al., 2017).

## Data Availability

Single cell RNA sequencing data have been deposited in GEO under accession code GSE116001. Total testis RNA sequencing data have been deposited in SRA under accession code PRJNA475219. All data generated or analyzed during this study are included in the manuscript and supporting files. Source data files have been provided for Figures 1, 2, 4, 5 and Figure 1-figure supplement 1. The following datasets were generated: SharmaMSrivastavaAFairfieldHEBergstromDFlynnWFBraunRE2018Identification of EOMES-expressing spermatogonial stem cells and their regulation by PLZFNCBI Gene Expression OmnibusGSE11600110.7554/eLife.43352PMC654443231149899 SharmaMSrivastavaAFairfieldHEBergstromDFlynnWFBraunRE2019Identification of EOMES-expressing spermatogonial stem cells and their regulation by PLZFSequence Read ArchivePRJNA47521910.7554/eLife.43352PMC654443231149899

How the deposited data were processed for this re-analysis (not part of the article)

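Single cells sorted by tdTOMATO fluorescence from testes of 4 wk old Eomes-iCreERt2-tdTomato mice were sequenced from the 3′ end on 4 plates. The samples analysed are 3 Plzf +/+ libraries (plates 1, 2 and 4) and 2 Plzf lu/lu libraries (plates 3 and 4). The other experiments of the paper were not analysed here. The authors deposited 1 table per genotype, and its values are raw UMI counts for each gene symbol and cell, without normalization; they are whole numbers, and the cells sum to different totals. The tables hold 23344 gene symbols in common and 26041 in all. The plate and well in each cell's name, read against the sample labels, gave its library. On plate 4 the genotype is that of the table, since the well ranges of the labels leave 5 Plzf +/+ cells outside their range. The labels name no animals.

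Depth was 612 to 95069 UMIs per Plzf +/+ cell and 1391 to 56651 UMIs per Plzf lu/lu cell, with 6506907 and 2863216 UMIs in all. Shares of cells carry exact Clopper-Pearson 95% intervals, and a count of 0 carries the limit of 3 cells over the number of cells. Both cover counting error only. Cells were thinned without replacement to 2000 or 1000 UMIs with seed 1. Mitochondrial genes held 5.07% of the UMIs of Plzf +/+ and 4.54% of those of Plzf lu/lu cells.

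Genotypes were compared on sums of UMIs per library with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with the genotype as group, which left 13728 genes, normalized by TMM and fitted with glmQLFit and glmQLFTest with robust set to TRUE. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called, with no fold threshold. The biological coefficient of variation was 0.236. With 3 libraries against 2 there are 10 splits, so an exact permutation test cannot go below 0.1 and was not used. The whole procedure was tested on simulated data, in which counts of the 13728 genes were drawn for 3 and 2 libraries and 200 genes were changed. Of these genes 13291 passed the filter, and of the 194 changed genes among them, 127 were recovered (65.5%), with 1 false call among 128. Recovery was 25.8% at a log2 fold change of 1 and 89.9% at 3.

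Plzf +/+ cells were clustered by the steps of the methods section on 14414 genes, with 110 genes (10 of them identity genes, with Neurog3 in place of Pax7 and Nanos3), UMAP (umap-learn 0.5.12, 15 neighbors, minimum distance 0.1, 2 dimensions, seed 1) and HDBSCAN (scikit-learn 1.9.0, smallest cluster 10). The paper used other versions of both tools. All cells were also clustered jointly with scanpy 1.11.5 and leidenalg 0.10.2, on 2000 variable genes, 20 principal components, 15 neighbors and resolution 0.5. A cluster was named after the cell type whose marker list had the most genes among its 10 leading genes, if at least 1 was there and at least 3 genes of the list were higher than in the other cells and detected in at least 25% of its cells. Names end in -like, because they rest on marker genes alone.

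The 11 marker lists cover undifferentiated and differentiating spermatogonia, spermatocytes, spermatids, Sertoli cells, Leydig cells, peritubular myoid cells, macrophages, endothelial cells, T and NK cells and erythroid cells. The lists and the cell cycle lists for S (35 genes) and G2M (40 genes) were tested on the fit with camera (inter-gene correlation 0.01) and fry of limma 3.58.1. The undifferentiated list had a median log2 fold change of -0.41 (5 of 17 genes higher; edgeR and limma camera, adjusted p = 0.00198, fry adjusted p = 0.0386). Of its 17 genes 11 are named in the paper, 8 of them for these cells. With an estimated inter-gene correlation the camera adjusted p was 0.135. The limma fry adjusted p of this list was 0.0435, 0.161 and 0.121 without the Plzf +/+ library of plates 1, 2 and 4. The limma camera adjusted p was 0.0364, 0.00227 and 0.000162 in that order. No gene stands on more than 1 list. The lists of differentiating spermatogonia (median -0.04, 3 of 7 genes higher), spermatocytes (-0.29, 3 of 14), spermatids (-0.00, 7 of 14) and T and NK cells (0.31, 4 of 6) each had a limma camera adjusted p of 0.985 and a fry adjusted p of 0.957, with fry of opposite sign to camera for differentiating spermatogonia and spermatids. The results for spermatocytes and spermatids depended on the libraries. Without the Plzf +/+ library of plate 1 the medians were -0.63 (3 of 14 genes higher; limma camera adjusted p = 5.54e-05, fry adjusted p = 0.0869) and -0.56 (1 of 14; limma camera adjusted p = 0.0145, fry adjusted p = 0.309). For spermatids the median was 0.35 without that of plate 2 (12 of 14; limma camera adjusted p = 0.413, fry adjusted p = 0.953). Without the Plzf +/+ library of plate 4 it was 0.19 (11 of 14; limma camera adjusted p = 0.532, fry adjusted p = 0.959). The spermatid median was 0.42 without the Plzf lu/lu library of plate 3 (10 of 14) and -0.73 without the Plzf lu/lu library of plate 4 (3 of 14). The Sertoli cell, S and G2M lists are given in the closing section. The other lists had too few genes in the fit to be tested with all cells.

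The genes named are the identity genes of Table 1, Dazl, Ldhc, Nanos3 and Lhx1, which the paper names for these cells, and the 5 genes with the largest increase and the 5 with the largest decrease among called genes that differ the same way between every Plzf lu/lu and every Plzf +/+ library. This rule and the alternatives were set before the data were examined, apart from those that the closing section says were chosen later. The alternatives were DESeq2 1.42.0, RLE size factors, no filter on low counts, each library left out in turn, only cells with at least 1000 UMIs, thinned cells, no cells of clusters named as other cell types, plate 4 alone, cells as replicates, another detection minimum, other seeds and settings of UMAP and HDBSCAN, and other Leiden resolutions. A plate block could not be fitted. Doublets were not called. Chromosome positions come from GENCODE M1 on NCBIM37, in which 22824 of the 26041 symbols were found once (87.6%); the build used for the reads is not named in the paper's text, so positions serve only to place genes on chromosomes. Tables were made with python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.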

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

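The test of a difference between plates was planned. So was that of whether the 5 cells in conflicting wells are Plzf lu/lu cells, apart from the gene used for it and the fit without these cells. The tests of cell composition, depth, Sertoli cell genes, spermatids, T and NK cells and chromosomes were chosen only after the result was seen.

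Of 112 genes called between the genotypes (13728 tested), 108 are not discussed in the paper, and 79 of these were higher in the Plzf lu/lu libraries, a signal in genes outside those the paper discusses. The other 29 were lower. All 112 differ the same way between every Plzf lu/lu and every Plzf +/+ library, as do 34.4% of all genes tested, where chance gives 20%. With a floor of 3 UMIs per library in place of 0, all 112 still do. By the rule for named genes these include Rxrg (log2 fold change 5.45, standard error 0.67, edgeR adjusted p = 0.0186, range over alternatives 3.61e-11 to 0.128; 2, 0 and 1 UMIs in the Plzf +/+ libraries of plates 1, 2 and 4 against 57 and 6 in the Plzf lu/lu libraries of plates 3 and 4), Syt12 (4.28, 0.43, edgeR adjusted p = 0.0105, range 7.55e-14 to 0.346; 6, 4 and 2 against 94 and 9), Ifitm2 (4.28, 0.38, edgeR adjusted p = 0.0103, range 6.73e-22 to 0.346; 6, 5 and 7 against 165 and 9), Rbp7 (3.63, 0.61, edgeR adjusted p = 0.0445, range 3.02e-06 to 0.412; 4, 1 and 5 against 46 and 6) and Cyfip2 (3.55, 0.46, edgeR adjusted p = 0.0204, range 4.00e-17 to 0.344; 6, 18 and 12 against 117 and 24), each higher in both Plzf lu/lu libraries. Rxrg had too few UMIs to be tested after thinning or without the Plzf lu/lu library of plate 3, which set the upper limit of the other 4 ranges, so its own range leaves these out. Utf1, which the paper names for Gdnf testes and which was chosen here after its values were seen, was also higher in both (2.69, 0.42, edgeR adjusted p = 0.0337, range 1.64e-06 to 0.433; 5, 11 and 7 UMIs against 61 and 5).

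The genes of largest decrease were T, Batf, Tox3, Barx1 and Barhl2, each lower in both Plzf lu/lu libraries. Batf had 117 UMIs in Plzf +/+ and none in Plzf lu/lu cells, at least 17.2-fold lower with a floor of 3 UMIs over the group (edgeR adjusted p = 0.0201, range over alternatives 3.76e-09 to 0.348). Tox3 had a log2 fold change of -4.10 (standard error 0.47, edgeR adjusted p = 0.0151, range 6.23e-11 to 0.344), Barx1 of -3.85 (0.37, edgeR adjusted p = 0.0104, range 1.25e-14 to 0.344) and Barhl2 of -3.45 (0.53, edgeR adjusted p = 0.0321, range 6.00e-06 to 0.421). Lhx1, which the paper names, had a log2 fold change of -2.30 (0.28, edgeR adjusted p = 0.0186, range 5.46e-13 to 0.344) and was lower in both. The spread between plates need not hold the spread between mice.

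The calls did not rest on the Plzf +/+ library of plate 1: without it 1387 genes were called, among them all 112. Without the Plzf +/+ library of plate 2 or of plate 4 only 1 gene was called. The biological coefficient of variation was then 0.260 and 0.283, against 0.236 with all libraries. The named genes kept their direction, with log2 fold changes of 4.07 and 4.40 for Ifitm2 and -3.90 and -3.98 for Barx1. The loss of calls thus need not mean that the differences came from plates 2 and 4. Without either Plzf lu/lu library only 1 library of that genotype remains, so calls are not counted for it here. To test a difference between plates as the whole cause, genes were ranked by their p between plates 1 and 2 and plate 3. Only the 11251 genes with at least 20 UMIs on plate 4 were used. Of the 100 with the smallest p, 99 changed the same way between the genotypes on plate 4, against 64.0% of the 11251. This argues against plates as the whole cause for genes with that many UMIs. Against the named clusters of other cell types as the whole cause, 105 called genes could be tested without them. Of these 93 were still called, 61 of the higher and all 32 of the lower, and 104 kept their direction. A different make-up of the remaining germ cells was not tested. With cells thinned to 2000 UMIs, 93 were also called. Gene models with names such as Gm or Rik symbols gave 10 of the called genes, 8 of them higher, out of 2452 tested. Reads shared between related sequences stay open for these. Pseudogenes with other names, such as Rps15a-ps8, were not counted there, and shared reads stay open for them too. A difference between the mice or their strain backgrounds other than Plzf stays open, because the labels name no animals. Of it only sequence linked to Zbtb16 on chromosome 9 was tested, which did not settle it.

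Sertoli cell-like cells were a signal in cells the paper does not report on. The cluster held 29 cells (median 3162 UMIs), 9 of 897 Plzf +/+ cells (1.00%; 0.460 to 1.90) and 20 of 352 Plzf lu/lu cells (5.68%; 3.50 to 8.64), with 3, 6 and 0 in the Plzf +/+ libraries of plates 1, 2 and 4 and 19 and 1 in the Plzf lu/lu libraries of plates 3 and 4. The difference between the genotypes rests on plate 3; without it 1 of 38 Plzf lu/lu cells remains (2.63%; 0.0666 to 13.8). Clu was detected in 28 of the 29 cells. The list of Sertoli cell genes was higher in Plzf lu/lu (11 of 11 genes tested, median log2 fold change 2.06; limma camera adjusted p = 1.99e-25, fry adjusted p = 0.0386). With an estimated inter-gene correlation, however, camera gave an adjusted p of 0.135, and plates stand in for mice here too. The limma fry adjusted p was 0.142, 0.161 and 0.121 without the Plzf +/+ library of plates 1, 2 and 4, with camera adjusted p of at most 1.48e-21. Without the cells of the named clusters the median of the same 6 genes fell from 1.93 to 0.851, and all 6 were lower than before. A larger share of these cells is a candidate explanation for a part of the higher Sertoli cell genes, and free RNA from such cells stays open for the rest. Whether more of them were sorted because of the tissue or the gate was not tested.

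T and NK cell-like cells were a further signal in cells the paper does not report on. The cluster held 11 cells (median 1396 UMIs), 9 Plzf +/+ and 2 Plzf lu/lu, with Ptprc in 11 of 11, Cd3g in 5 and Cd8a in 4. Cells of this type use Eomes, so they may carry the reporter. Among Plzf +/+ cells, 2 of the 9 had an Eomes UMI, against 83 of the other 888 (Fisher's exact test, two-sided, p = 0.207). Whether the reporter or the autofluorescence gate brought them in cannot be told apart, because the cells are too few and too shallow. No biological difference was tested.

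Spermatid-like cells were the largest such signal, with 163 cells (median 8926 UMIs), 123 Plzf +/+ (13.7%; 11.5 to 16.1) and 40 Plzf lu/lu (11.4%; 8.24 to 15.2), and 21, 60, 42, 33 and 7 cells in the libraries of plates 1, 2 and 4 and of plates 3 and 4. The number depends on the clustering: at a Leiden resolution of 1 the name fell on 47 cells (median 16726 UMIs), 34 Plzf +/+ (3.79%; 2.64 to 5.26) and 13 Plzf lu/lu (3.69%; 1.98 to 6.23), and a cluster of 116 cells with Ldhc among its leading genes stayed unnamed. At 2000 UMIs per cell Prm2 was detected in 95 of 157 of them (60.5%), against 10.6% of the cells of the other clusters apart from the Sertoli cell-like one. Spermatids alone are argued against for the 163 cells, since Gfra1 was detected at that depth in 40 of 157 (25.5%), against 34.9% of the other cells and 0 of 24 Sertoli cell-like cells, which allows up to 12.5%. Spermatogonia with spermatid RNA in the same well, by free RNA or a second cell, may be present, and which of these applies was not tested.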

How the results depend on the processing

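The alternatives were planned apart from the tests without the 5 cells in conflicting wells, with a prior count of 0, with the 11 genes of the methods section, and with unlogged values under seeds 2 to 10, which were chosen only after the result was seen.

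No paired analysis was possible because only plate 4 holds both genotypes: plate and genotype take 5 coefficients for 5 libraries, which leaves 0 residual degrees of freedom, for single genes and for the cell cycle lists. Where leaving out a library leaves 1 Plzf lu/lu library, it is assumed to vary like the others.

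The number of genes called, 112, was 133 with DESeq2, 135 with RLE size factors, 112 with at least 1000 UMIs per cell and 108 without the 5 cells. It was 583 without a filter on low counts, 373 with cells thinned to 2000 UMIs and 1747 without the named clusters of other cell types. With 1 library left out it ranged from 1 to 1387. The coefficient of variation between libraries was 0.236, and 0.104 without the named clusters, 0.143 after thinning and 0.120 without the Plzf +/+ library of plate 1. For the other changes the cause was not tested. Identity genes called over all genes, 2, were 5 without a filter and 5 without the named clusters, and 0 to 5 with 1 library left out. Adjusted over the list alone, 5 passed in each setting except after thinning to 2000 UMIs, where 3 passed and only 6 of the genes could be tested.

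Over 23 log2 fold changes of single genes and 344 alternatives, 15 changed sign, 48 lost and 13 gained their place past the threshold. Every sign change was in a gene not called in either setting. Id4 (-0.05) turned to 0.0924 after thinning and 0.00242 with cells as replicates and a prior count of 0, and ranged up to 0.10 with 1 library left out (0.10 without the Plzf +/+ library of plate 2, 0.04 without the Plzf lu/lu library of plate 4; lowest -0.27). Bmi1 (-0.12) turned to 0.00206 with cells as replicates, 0.00559 with a prior count of 0 and ranged from -0.47 to 0.0214 with 1 library left out. Lin28a (0.19) ranged from -0.0176 to 0.49 and Nanos2 (0.17) from -0.00831 to 0.38 with 1 library left out. Nanos2 was -0.0130 as a difference of mean log2 values and -0.00901 as one of natural logs. Ldhc (-0.38) passed without the Plzf +/+ library of plate 1 (-0.83, edgeR adjusted p = 0.000919, lower in both Plzf lu/lu libraries) and was 0.20 after thinning, 0.18 without the named clusters, and 0.0915 and 0.0634 as a difference of mean log2 values and of natural logs. The cause was not tested.

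The intervals of the shares of cells were apart for 5 identity genes, for 3 with at least 2 UMIs, 3 after thinning to 1000 UMIs and 1 on plate 4 alone, and for 3 to 5 with 1 library left out. Mean UMIs per Plzf lu/lu cell were 6698 to 8308 and mean genes 2769 to 3286 with 1 library left out. The share of Plzf +/+ cells with at least 1 identity gene (89.0%) was 90.6% with Nanos3 in place of Neurog3, 60.2% with at least 2 UMIs, 67.5% and 49.0% after thinning to 2000 and 1000 UMIs, 89.9% without the named clusters and 88.1% on plate 4 alone. The share with at least 2 (71.7%) was 74.4%, 30.5%, 31.5%, 14.3% and, on plate 4 alone, 69.0%. Among cells with Eomes, the share with Id4 (57.6%) was 27.3% with at least 2 UMIs and 0% and 0% in the single draws at 2000 and 1000 UMIs; the share with T (38.8%) was 17.2% and 7.14% in the same draws. In the mean over all ways to thin, the share with Id4 was 19.5% at 2000 UMIs and 8.69% at 1000, so the 0% rests in part on the draw; at 2000 UMIs 63 Plzf +/+ cells with fewer UMIs were also left out.

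The clustering of Plzf +/+ cells depended on the setting. The 13 clusters were 23, 2, 8, 23, 20 and 20 with seeds 2, 3, 4, 6, 7 and 8, 2 with 5 neighbors, 45 and 7 with smallest clusters of 5 and 20, 2 without the identity genes, 2 with genes chosen on unlogged values, 4, 3, 5, 2, 5, 4, 5, 4 and 6 on unlogged values with seeds 2 to 10, and 5 to 8 with 1 library left out. The largest cluster (369 cells) held 61, 825, 576, 73, 58, 74 and 76 cells with seeds 2 to 8, 846 with 5 neighbors, 65 with a smallest cluster of 5, 712 without the identity genes, 768 on unlogged values, 767, 766, 753, 756, 751, 769, 755, 766 and 756 on those with seeds 2 to 10, 170 with the 11 genes of the methods section (in 18 clusters), and 203 to 506 with 1 library left out. The lowest share of cells with Dazl in a cluster (20.0%) was 74.5%, 93.6%, 76.7%, 77.4%, 76.5%, 76.7% and 77.4% with seeds 2 to 8. It was 93.4% and 78.1% with 5 and 30 neighbors, and 0% and 77.4% with smallest clusters of 5 and 20. Without the identity genes it was 92.1%, and with 1 library left out 20.0% to 80.0%. On unlogged values it was 80.4% with seed 1 and 46.7% to 82.2% with seeds 2 to 10. The cause was not tested.

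The mean log2 fold change of the G2M list stayed negative, from -0.40 to -0.27 with 1 library left out. That of the S list (0.04) ranged from -0.13 to 0.14 with 1 library left out, negative without the Plzf +/+ library of plate 4 (-0.08) and without the Plzf lu/lu library of plate 3 (-0.13). Cells of other types were 15.7% of Plzf +/+ and 17.6% of Plzf lu/lu cells, and 5.80% and 9.94% at a Leiden resolution of 1. The odds ratio of called genes near Zbtb16 on chromosome 9, with Zbtb16 itself counted, was 1.03 within 20 Mb, 0.894 within 10 Mb and 1.21 within 40 Mb. The cause was not tested.

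The number of cells limits what shares can show: a gene found in none of the 38 Plzf lu/lu cells of plate 4 may still be in up to 7.89% of cells. These cells hold 254514 UMIs. On plate 4 alone only 1 gene (Zbtb16) had intervals apart.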

Differences from the paper's values

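The alternatives with a prior count of 0, with the 11 genes of the methods section and with unlogged values under seeds 2 to 10, like the tests without the 5 cells, were chosen only after the result was seen. The paper's fold changes come from a test that took cells as replicates, and those given here from sums of each library.

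For Eomes the paper's log2 fold change is -0.766 and the value here is -3.02. Of the alternatives set before the data were examined, only edgeR's exact test with cells as replicates comes within the error of it, with -0.75; the others do not. The paper's methods state edgeR with cells as replicates for these cells and do not name the test. For T the paper's value is -1.45 and the value here -4.43; only the exact test with cells, at -1.42, comes within the error. For Pdx1 the paper's value is -0.738 and the value here -3.18; only the exact test with cells, at -0.72, comes within it. For Zbtb16 the paper's value is -1.27 and the value here -1.97; the exact test with cells (-1.25) and thinning to 2000 UMIs (-1.51) come within the error and the others do not. For Neurog3 the paper's value is -0.177 and the value here -1.26; the exact test with cells (-0.19) and the differences of mean log2 values and natural logs (both -0.01) come within the error and the others do not. With cells as replicates and a prior count of 0, chosen after seeing the values, the log2 fold changes were -2.98, -4.44, -3.17, -1.86 and -1.16 for Eomes, T, Pdx1, Zbtb16 and Neurog3.

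The paper's largest cluster of Plzf +/+ cells holds 740 cells, and that found here 369. Of the alternatives set before the data were examined, those with seed 3 (825), seed 4 (576), 5 neighbors (846), no identity genes (712), unlogged values (768) and without the Plzf +/+ library of plate 4 (506) come within 1.5 times of it. The others, which are seeds 2 and 5 to 10, 30 neighbors, smallest clusters of 5 and 20, and without the Plzf +/+ library of plate 1 or 2, do not. Unlogged values with seeds 2 to 10, chosen after seeing the values, gave 751 to 769 cells. The 11 genes of the methods section, also chosen after seeing the values, gave 170 cells and 17 smaller clusters, further from the paper. The paper's text counts 5 smaller clusters and 12 were found here. Seed 4 (7), a smallest cluster of 20 (6) and without the Plzf +/+ library of plate 1 (7), 2 (6) or 4 (4) come within 1.5 times of it and the other alternatives set before the data were examined do not. On unlogged values, chosen after seeing the values, seeds 4, 6 and 8 gave 4 and seed 10 gave 5.

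The paper states that the greater part of the cells express Gfra1, Bmi1, Id4 and Plzf. Of these 4 genes, 1 was detected in more than 50% of the Plzf +/+ cells, Gfra1 (63.1%), while Bmi1 was detected in 46.0%, Id4 in 37.3% and Zbtb16 in 33.9%. It describes Dazl at moderate to high levels in each cluster, and the twelfth cluster found here had it in 2 of 10 cells; with UMAP seed 3 the lowest share was 93.6%. It reports Gfra1 in each cluster, while here 4 of the 13 clusters had none, with 0 of 51, 30, 13 and 10 cells, which allows up to 5.88%, 10.0%, 23.1% and 30.0%; on unlogged values both clusters had it, in 58.9% of cells or more, and with the 11 genes of the methods section, chosen after seeing the values, all 18 clusters had it, in 2.22% of cells or more. It places the highest means of Gfra1, Id4 and Bmi1 in 1 small cluster, while here those of Gfra1 and Id4 lie in the largest cluster (367 and 189 of 369 cells) and that of Bmi1 in a cluster of 13 cells. With the 11 genes of the methods section, chosen after seeing the values, those of Gfra1 and Id4 lie in a small cluster (20 of 20 cells for both) and that of Bmi1 in another, of 12 cells. The paper counts slightly more Plzf +/+ cells with at least 1 and at least 2 identity genes than the 798 and 643 found here. With Nanos3 in place of Neurog3 the counts were 813 and 667, above those of the paper. The paper's share of Eomes cells with T is also higher than the 38.8% (33 of 85) found here. The highest share in a single library was 44.7%, on plate 1, still below it.

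The paper states that Gfra1, Eomes and Pdx1 fell significantly. Gfra1 was lower in both Plzf lu/lu libraries, and Eomes and Pdx1 in that of plate 3 with 0 UMIs on plate 4, by log2 fold changes of -0.75, -3.02 and -3.18, with edgeR adjusted p of 0.0641, 0.0801 and 0.0632 over all genes (ranges over alternatives 0.000129 to 0.385, 0.000358 to 0.417 and 0.000181 to 0.398). They passed without a filter on low counts, without the named clusters, without the Plzf +/+ library of plate 1 and adjusted over the list alone, and Gfra1 also after thinning to 2000 UMIs. Plates stand in for mice in these tests.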

Other observations

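The test of whether the 5 cells in conflicting wells are Plzf lu/lu cells was planned, apart from the gene used for it. That gene and the fit without these cells were chosen only after the result was seen. So were the tests of composition, depth, prior count, the X chromosome, chromosome 9 and the G2M list.

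On plate 4, 5 Plzf +/+ cells lie in wells C4, C5, C6, C7 and C9, which the sample labels give to Plzf lu/lu cells. Rps15a-ps8, chosen after its values were seen, had 11.9 UMIs per 10000 in these cells (6.82 to 19.4), 11.5 in the Plzf lu/lu cells of plate 4 and 10.6 in those of plate 3, against 1.27 in the other Plzf +/+ cells of plate 4 and 1.07 on plates 1 and 2. Of their 13406 UMIs, 0 were of Zbtb16, Eomes or T, while the cell of well C6 had 2 of Gfra1 and 1 of Lhx1 and that of well C9 had 1 of Gfra1; these counts were not tested. These 5 cells may be Plzf lu/lu cells. Without them 108 genes were called.

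The lower identity genes in Plzf lu/lu libraries were tested against cell composition and depth. Without the named clusters the median log2 fold change of Gfra1, Eomes, Zbtb16, T and Pdx1 was -3.12, against -3.02 with all cells. The median standard error was 0.604. This argues against a different share of spermatid-, Sertoli cell- and T and NK cell-like cells. The make-up of the remaining cells differed and was not tested. An undifferentiated spermatogonium-like cluster held 100, 122 and 37 Plzf +/+ cells of plates 1, 2 and 4. It held 8 and 0 Plzf lu/lu cells of plates 3 and 4. Clusters rest on expression, so a smaller subset cannot be told apart from lower expression of its genes. Plzf lu/lu cells had more UMIs on average than Plzf +/+ cells (8134 against 7254), which would raise their shares. Against the 25 Plzf +/+ cells nearest to each Plzf lu/lu cell in UMIs, the intervals of the Plzf lu/lu shares lay below for 5 of the 5 genes, which argues against a difference in UMIs per cell. On plate 4 alone, where the Plzf lu/lu cells had fewer UMIs (6698 against 7238), they lay below for 2 of the 5, Zbtb16 and T. A difference between the mice other than Plzf stays open.

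Table 2 of the paper gives smaller fold changes than library sums for genes with few UMIs. With cells as replicates, removing the prior count moved the log2 fold change of Eomes from -0.75 to -2.98, near the -3.02 of the sums. A prior count added in each cell is a candidate explanation for the smaller values.

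Genes of the X chromosome were called more often than autosomal genes, 16 of 612 (13 higher) against 92 of 12028 (odds ratio 3.48; Fisher's exact test, two-sided, p = 6.01e-05). Cells of the named clusters may account for this. Without them, among as many genes of smallest p, 10 of 493 were called on the X chromosome (odds ratio 2.19; Fisher's exact test, two-sided, p = 0.0303), and over all genes called there 85 of 493 were (odds ratio 1.17; Fisher's exact test, two-sided, p = 0.198). With all cells thinned to 2000 UMIs it was 31 of 340 (odds ratio 2.43; Fisher's exact test, two-sided, p = 3.89e-05). Whether these cells account for it cannot be told apart from a genotype effect, because both odds ratios without them are above 1 and only 1 of them by more than chance.

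Zbtb16 lies on chromosome 9, so strain sequence carried with the mutation may change genes nearby. With all cells, 2 of 255 genes within 20 Mb were called (Fisher's exact test, two-sided, p = 0.722), and on the whole chromosome 6 of 707 (p = 0.660 by the same Fisher's test, two-sided). With cells thinned to 2000 UMIs, 15 of 183 within 20 Mb were called, with a two-sided Fisher's p = 0.00663. Without the named clusters 41 of 222 were called (odds ratio 1.28; Fisher's exact test, two-sided, p = 0.155). Zbtb16 itself is 1 of the called genes in each of these 3 settings. Linked strain sequence cannot be told apart from its absence. Only 2 of the genes there were called with all cells, 1 of them Zbtb16, and the excess passes chance in 1 of the 3 settings alone.

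The G2M genes were lower in Plzf lu/lu libraries (median log2 fold change -0.31, mean -0.30, 8 of 40 higher; limma camera adjusted p = 1.58e-05, fry adjusted p = 0.0386), while with an estimated inter-gene correlation camera gave an adjusted p of 0.135. Without the named clusters the mean was -0.25 (-0.250; limma camera adjusted p = 0.00287, fry adjusted p = 0.133). A different share of other cell types may explain a part, which cannot be told apart from the genotype here because fry and camera differ once those cells are left out. For the S genes the median was -0.03 and the mean 0.04, with limma adjusted p of 0.985 by camera (lower) and 0.957 by fry (higher); 17 of 35 genes were higher. Plates stand in for mice in these tests.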
